# A genome-scale map of DNA methylation turnover identifies site-specific dependencies of DNMT and TET activity

**DOI:** 10.1038/s41467-020-16354-x

**Published:** 2020-05-29

**Authors:** Paul Adrian Ginno, Dimos Gaidatzis, Angelika Feldmann, Leslie Hoerner, Dilek Imanci, Lukas Burger, Frederic Zilbermann, Antoine H. F. M. Peters, Frank Edenhofer, Sébastien A. Smallwood, Arnaud R. Krebs, Dirk Schübeler

**Keywords:** DNA methylation, Epigenomics, Gene regulation, DNA methylation, Dynamical systems

## Abstract

DNA methylation is considered a stable epigenetic mark, yet methylation patterns can vary during differentiation and in diseases such as cancer. Local levels of DNA methylation result from opposing enzymatic activities, the rates of which remain largely unknown. Here we developed a theoretical and experimental framework enabling us to infer methylation and demethylation rates at 860,404 CpGs in mouse embryonic stem cells. We find that enzymatic rates can vary as much as two orders of magnitude between CpGs with identical steady-state DNA methylation. Unexpectedly, de novo and maintenance methylation activity is reduced at transcription factor binding sites, while methylation turnover is elevated in transcribed gene bodies. Furthermore, we show that TET activity contributes substantially more than passive demethylation to establishing low methylation levels at distal enhancers. Taken together, our work unveils a genome-scale map of methylation kinetics, revealing highly variable and context-specific activity for the DNA methylation machinery.

## Abstract (web summary)

Local activity of the DNA methylation machinery remains poorly understood. Here, the authors present a theoretical and experimental framework to infer methylation and demethylation rates at genome scale in mouse embryonic stem cells, finding that maintenance methylation activity is reduced at transcription factor binding sites, while methylation turnover is elevated in transcribed gene bodies.

## Introduction

DNA methylation is a well-studied epigenetic mark in mammals, where it plays critical roles in the context of genomic imprinting, chromatin architecture, and gene regulation^1–4^. While methylation maps in mouse and human cells have provided valuable information regarding the genomic distribution of this mark^5,6^, they do not reveal the actual dynamics of this DNA modification. This creates a gap in our understanding of not only how methylation patterns are actually achieved, but on their stability, a property required for them to impart long-term epigenetic effects. Indeed, actual activity can only be measured upon acute disruption of one pathway, coupled with time-resolved measurements at high resolution and the appropriate analytical framework.

The methylation machinery can be divided into the de novo methylation enzymes DNMT3a and DNMT3b^7,8^ and the maintenance methyltransferase DNMT1^9,10^. All members of the Dnmt family are essential for mammalian development^8,11^. Conversely, DNA methylation can be lost either by incomplete maintenance following replication, referred to as passive demethylation^12^, or actively via the ten–eleven translocation (TET) family of dioxygenase enzymes^13–17^. The TET family consists of three proteins in mice, TET1/2/3, with TET2 likely responsible for the majority of hydroxymethylation in embryonic stem cells (ESCs)^18^. Active demethylation by the TET family is thought to occur through successive oxidation of the methyl group on CpG dinucleotides^19–21^, culminating in excision through the base excision repair pathway^13^. While absence of distinct members of the TET family is permissible for pluripotency and embryogenesis^22,23^, reduction in TET activity has been shown to impact differentiation^24–26^. Importantly, loss of all TET enzymes is incompatible with embryogenesis^27^, indicating a critical role for these proteins in differentiation and lineage specification.

While the division of labor between de novo and maintenance methylation predominantly describes DNMT3 and DNMT1 activities, respectively, evidence exists suggesting this distinction is not absolute. For example, loss of DNMT3a and DNMT3b leads to progressive loss of DNA methylation over many cell passages^28^. Recent work has also demonstrated that DNMT1 can display de novo activity in oocytes upon UHRF1 mislocalization and loss of Stella^29^. Regardless, the association of DNMT1 with the replication fork^30^, the loss of 90% methylation in its absence^31^, the autoinhibitory function of its CXXC domain^32^, and much higher preference for hemimethylated substrates^33,34^ all clearly suggest its predominant function in somatic cells is maintenance.

Previous work has sought to determine methylation activities empirically at CpG sites in vitro^35^ and in cultured cells^34,36^, as well as theoretically^37–39^. These studies have revealed several properties of the enzymes responsible for depositing these marks, from presence of non-CpG methylation^34,35^ to the inference of methylation and maintenance rates for individual CpGs^37^, as well as DNMT1 processivity^38^. More recently, these models have been extended and adapted with the aim of describing population methylation dynamics^40–42^. While informative in their own right, their genomic scope is limited or they do not quantitatively infer the rates of all three processes at the individual CpG level, including de novo and maintenance methylation, as well as active demethylation.

Here, we combine acute and stable genetic ablations of methylating and demethylating enzymes with high-coverage quantitative measurements of dynamic DNA methylation over time. Dynamical modeling of the resulting datasets enables us to infer actual rates of methylation and demethylation for individual CpGs at the scale of the genome. Our work not only profiles kinetics of methylation, but also reveals that methylation and demethylation rates are highly context specific, implicating disparate chromatin processes in shaping methylome dynamics in ESCs.

## Results

### A dynamical model and cellular system to infer turnover rates

DNA methylation is a dynamic process, resulting in the average methylation patterns observed in various cell types. Building on previous conceptual work^41,43^, these methylation averages result from opposing activities of enzymes that apply and remove DNA methylation (Fig. 1a). Here, we set out to quantify these two activities at the CpG level, namely the rate of methylation (*k*_me_) and the rate of demethylation (*k*_de_). We define *k*_me_ as the rate, whereby an unmethylated cytosine (C) is converted to a methylated cytosine (5mC), while *k*_de_ is the rate at which 5mC is converted to C. Eventually steady state is reached where the number of conversion events in both directions per unit time is equal. These equilibrium methylation levels will henceforth be referred to merely as ‘steady state’ (Fig. 1b). For example, if 50% methylation is measured at steady state, this means that *k*_me_ and *k*_de_ are equal. Viewing DNA methylation through this lens provides an explanation for population methylation levels. For example, a 75% methylated cytosine is subject to higher *k*_me_ than *k*_de_, while a 25% methylated cytosine is exactly the opposite (Fig. 1b). However, different rate values can give rise to the same average methylation level, as long as the ratio of the two rates remains unchanged (as shown for 50% methylated cytosines in Fig. 1b). This implies that such methylation dynamics would be masked by simply measuring average methylation levels.

**Fig. 1:**
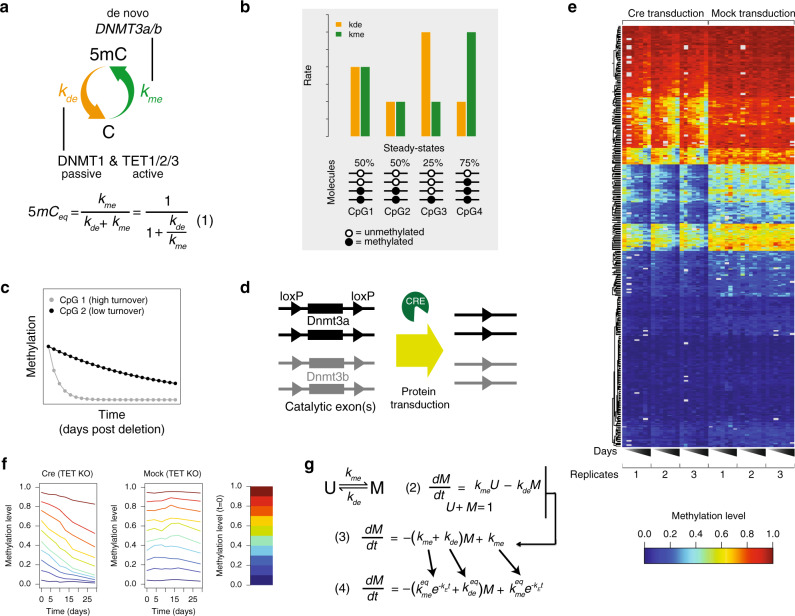
A dynamical model and cellular system to infer methylation and demethylation rates. **a** Graphic representation of methylation and demethylation rates. The orange and green arrows represent *k*_de_ and *k*_me_, respectively. The enzymes responsible for influencing rates are noted. The ratio of rates determines overall methylation levels (Equation (1) below). **b** Example steady-state methylation levels resulting from different *k*_me_ (green) and *k*_de_ (orange) combinations. Higher methylation levels are established when *k*_me_ is larger than *k*_de_, while low methylation levels represent the opposite. CpGs with the same steady state can have different rates as shown here for 50%. **c** Theoretical trace of methylation loss over time post Cre transduction for two CpGs with similar steady states. **d** Cellular system for genetic ablation of *k*_me_. *Dnmt3a* and *Dnmt3b* with loxP sites flanking catalytic exons. Cre protein transduction allows for efficient genetic deletion of all four alleles. **e** Heatmap of methylation levels for 405 CpGs as measured by amplicon bisulfite sequencing. The left half represents methylation levels for triplicate experiments measured 0, 4, 8, 10, 13, 17, and 29 days post Cre transduction. The right half represents triplicates for mock-treated samples. **f** CpGs were binned based on starting methylation in 10% increments, and the mean decay over triplicates for Cre-transduced samples (left) and mock samples (right) are shown. **g** Dynamical model for DNA methylation and implementation of the exponential dampening factor *k*_e_ for affecting *k*_me_ over time (Eqs. (2)–(4)). See text and “Methods” for details.

Enzymatically, we attribute *k*_me_ to the combined activity of the de novo methyltransferases DNMT3a and DNMT3b. In contrast, *k*_de_ encompasses both active and passive demethylation, governed by the TET1/2/3 proteins and imperfect maintenance by DNMT1, respectively. In presentation of the modeling here, we use *k*_me_ and *k*_de_ to outline the processes, while below we will refer to the activities by more general nomenclature, namely as “de novo methylation rate”, “passive demethylation rate”, and “active demethylation rate”. It is important to stress here that “passive demethylation” in this context is synonymous with DNMT1 infidelity. Moreover, we use the term turnover to reflect different absolute rate combinations given an identical steady state. Using the examples of 50% methylated CpGs in Fig. 1b, the CpG on the left would have higher turnover than the CpG on the right. This property can only be revealed by acute pathway disruption coupled with time-resolved measurements (Fig. 1c).

To discriminate between active and passive demethylation processes, we genetically removed all three TET enzymes, leaving DNMT1 fidelity as the sole factor influencing *k*_de_ (Fig. 1a). Using an existing CRISPR design^44^, we mutated all six *Tet* alleles in mouse ESCs, causing frameshifts of the proteins to create catalytically dead enzymes (Supplementary Fig. 1a). This Tet Triple Knockout (TTKO) ESC line proliferates normally as previously shown^27^ and while it retains 5mC signal, hydroxymethylation is lost as observed by slot blotting with a sensitive 5hmC antibody (Supplementary Fig. 1b).

The knockout of all *Tet* genes was performed in a particular genetic background that enables inducible removal of de novo methylation. More specifically, we adapted an existing conditional knockout system by breeding mice where catalytic exons for both alleles of *Dnmt3a* and *Dnmt3b* are functional, but flanked by loxP sites^45,46^ (Supplementary Fig. 1c, d). From these mice, we generated a stem cell line homozygous for both alleles to allow genetic deletion by the Cre recombinase (Fig. 1d). While we initially attempted to excise the fragments via inducible Cre activity, this was hindered by premature deletion events due to leaky recombinase activity (data not shown). To circumvent this limitation, we opted for protein transduction, directly adding Cre protein to cells in culture. This system takes advantage of an engineered Cre recombinase that enters the nucleus via a lipophilic tag at the N-terminus^47^. This proved highly efficient, as nearly 90% of alleles for both enzymes were removed (Supplementary Fig. 1e). While the genotypic proportions of intact alleles will differ between cells, both DNMT3a and DNMT3b signal were undetectable by western blot post Cre transduction (Supplementary Fig. 1f), suggesting most of these functional enzymes were removed. Transcript and most importantly protein levels of DNMT1 and UHRF1 remained comparable upon loss of *Tet1/2/3* and *Dnmt3a/b*, arguing that the maintenance machinery is intact in these genetic backgrounds (Supplemental Fig. 1g, h).

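TTKO cells are mouse embryonic stem cells that lack Tet1, Tet2 and Tet3 and carry Dnmt3a and Dnmt3b alleles that Cre recombinase removes. In amplicon bisulfite sequencing, chosen regions are amplified after unmethylated cytosines have been converted, and the share of reads that keep a cytosine at a CpG is its methylation level. The samples comprised 3 replicates of non-transduced cells at day 0, 18 samples after transduction with Cre protein and 18 mock-treated samples, with 3 replicates each at days 4, 8, 10, 13, 17 and 29. The authors aligned the reads to mm9 and deposited the coverage and the methylation level of each CpG in each sample, and left out a level where fewer than 100 reads covered the CpG. Coverage times level gave a whole number of methylated reads at 100% of the deposited values, so read counts were used. Between 1892557 and 3319495 reads covered CpGs per Cre sample (median 2520816), between 1921854 and 4706462 per mock sample (median 3556780) and between 2304910 and 2496768 per day 0 sample (median 2388549). The mean coverage of a CpG in the day 0 and Cre samples was 6328 reads (SD 856 over the means of the 21 samples) and the median was 4155 reads. The paper's reported average is 4000, and the values here use the deposited coverage. Single CpGs were tested with a two-sided quasi-binomial logistic model of methylated and unmethylated read counts, with 0.5 added to each count, a dispersion moderated across CpGs with limma's squeezeVar and not allowed under 1, Benjamini-Hochberg adjustment and a threshold of 0.05. A CpG was tested where each of the 6 samples compared had a level. PCR reads without molecular identifiers are not independent molecules, so intervals computed from read counts cover counting error only.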

Using the TTKO line, we measured DNA methylation 0, 4, 8, 10, 13, 17, and 29 days post *Dnmt3a/3b* deletion and focused initially on selected genomic sites with amplicon bisulfite sequencing (Fig. 1e, f, see “Methods”). For this, we assayed 88 genomic regions with disparate steady-state methylation levels, representing TF binding sites, as well as fully methylated regions and promoters (Supplementary Table 1, see GEO submission). 

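The deposited list names 88 regions, and the table of TTKO samples holds CpGs from 65 amplicons. At day 0 the mean methylation level was 4.61% at 82 CpGs in unmethylated regions, which include promoters, and 86.6% at 22 CpGs in fully methylated regions. In constitutive low-methylated regions the means were 33.2% at 23 CpGs of regions labelled CTCF and 19.3% at 98 CpGs of regions labelled REST. The other constitutive low-methylated regions had a mean of 61.5% over 59 CpGs. Of the regions that are low-methylated in a single cell type, those specific to embryonic stem cells had a mean of 49.2% over 64 CpGs and those specific to neuronal progenitors 90.8% over 39 CpGs. By day 29 after Cre, the mean had fallen to 56.3% in the fully methylated regions. It was 27.6% in the other constitutive low-methylated regions and 12.4% in the regions labelled CTCF.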

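Over the 330 CpGs with a level in every TTKO sample, mean methylation was 39.0% ± 0.399 (SD, n = 3) in non-transduced cells. After Cre transduction it was 36.1% ± 0.904 at day 4, 33.8% ± 0.152 at day 8, 32.0% ± 0.564 at day 10, 30.4% ± 0.302 at day 13, 27.9% ± 0.981 at day 17 and 23.6% ± 0.113 at day 29 (SD, n = 3 each). In mock-treated cells the mean stayed between 37.7% ± 0.727 at day 29 and 40.9% ± 0.640 at day 13 (SD, n = 3 each). The difference between Cre and mock was -3.58 percentage points at day 4 and -14.1 percentage points at day 29, and at each of the 6 time points every Cre replicate lay below every mock replicate (two-sided exact permutation test, p = 0.1, the smallest p that 3 replicates against 3 allow).

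**Figure D1:**
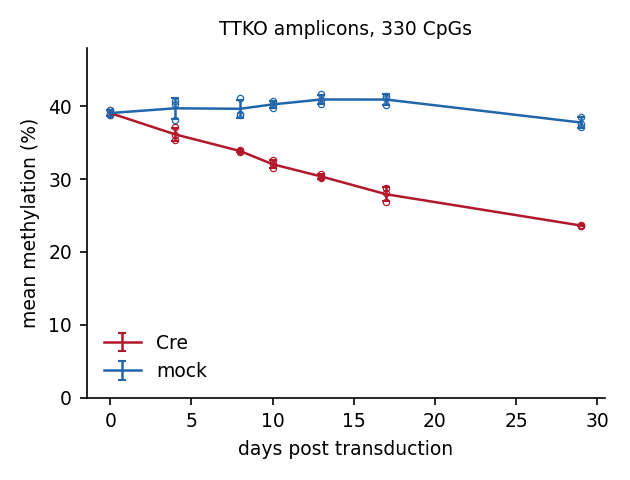
Mean methylation (%) of 330 amplicon CpGs in TTKO cells against days after transduction, for Cre-treated and mock-treated cells, both starting from the non-transduced cells at day 0. Circles are the 3 replicates and lines with bars are their mean and SD; the Cre-treated cells end at 23.6% and the mock-treated cells at 37.7%.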

Across the time course, methylation levels declined reflecting the absence of de novo methylation activity. 

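Between replicates of a TTKO condition, the correlation of methylation levels across CpGs ranged from r = 0.964 to 0.995, where CpGs are not independent replicates. At day 29, 256 of 384 CpGs were less methylated after Cre than in the mock and 0 were more methylated (quasi-binomial test, adjusted p threshold 0.05), and 266 passed an unadjusted threshold of 0.05. The median log2 odds ratio of the tested CpGs was -1.91. Leaving out Cre replicate 3 moved this count most, to 219 CpGs.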

Loss of methylation was reproducible (Fig. 1e) and the deep coverage enabled us to analyze 405 CpGs in detail (Supplementary Table 3, see GEO submission and methods for filtering). These data indeed reveal that methylation decays over the time course of the experiment, demonstrating that rate assignments should be possible in this system.

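Among the 160 CpGs with at least 50% methylation at day 0, the largest relative loss by day 29 was 94.3%, at an intergenic CpG on chromosome 11 of mm9 (94734426 to 94734427). The nearest protein-coding gene, Col1a1, is 63112 bases away. Its methylation was 56.5% ± 4.84 at day 0 (SD, n = 3, between 1058 and 1283 reads), 3.22% ± 1.62 at day 29 after Cre (SD, n = 3, between 841 and 1109 reads) and 59.0% ± 15.8 at day 29 in the mock (SD, n = 3, between 1479 and 2085 reads). The log2 odds ratio of Cre over mock was -5.40 (standard error 1.14, adjusted p = 0.00385 from the quasi-binomial test with limma's moderated dispersion). The smallest relative loss, 1.03%, was at a CpG in a coding exon of Zbtb20 on chromosome 16 (43609660 to 43609661). It was 97.6% ± 0.569 methylated at day 0 (SD, n = 3, between 4365 and 4836 reads), 96.6% ± 0.514 at day 29 after Cre (SD, n = 3, between 4438 and 6738 reads) and 97.5% ± 0.490 at day 29 in the mock (SD, n = 3, between 10534 and 18618 reads). Cre and mock did not differ there by more than the replicates (log2 odds ratio -0.46, standard error 0.32, adjusted p = 0.246 from the same test). From the decay over the time course, the paper concludes that assigning rates should be possible in this system.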

In order to infer de novo methylation and passive demethylation rates from the data, we devised a dynamical model for DNA methylation that mimics the loss of DNMT3 over time (see “Methods” for detailed description). Starting from a framework used previously to describe DNA methylation dynamics^43^, we modified the rate equation to simulate exponential loss of DNMT3 over the course of the experiment. We achieved this by including an exponential dampening factor for *k*_me_ with the reasoning that the *k*_me_ gradually decreases after genetic deletion (Fig. 1g). This is an essential consideration, because *Dnmt3* alleles are not deleted instantaneously and protein/RNA are lost as a function of time. This effect can be observed by inspection of the raw data. Instead of following an exponential decay, an attenuation in methylation loss can be seen at the beginning of the time-course experiment (Fig. 1f). 

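Loss was measured at the 97 amplicon CpGs with 20 to 80% methylation at day 0 and a level in every TTKO sample, as the percentage of the day 0 level lost per day. It was 3.00% ± 1.51 per day from day 0 to day 4 and 2.72% ± 1.31 per day from day 4 to day 8 (SD, n = 3). The difference of 0.285 was smaller than its spread between replicates (SD 2.80, n = 3). A two-sided exact permutation test that ignored the pairing by replicate gave p = 0.9 (smallest p allowed 0.1). Both losses share the day 4 level of each replicate, so this test cannot decide whether they differ. The sign of the difference depended on the replicates, since it was -0.919 without replicate 1 and -0.0456 without replicate 2. It also changed sign to -0.0636 at all CpGs with at least 10% at day 0, and it was 1.88 when the loss in the mock was subtracted from the loss after Cre. In the SureSelect capture data of the same cell line, with the replicates pooled and no test, 795947 CpGs with 20 to 80% at day 0 lost 1.04% per day from day 0 to day 4 and 2.58% per day from day 4 to day 8. In the amplicons, the slowest interval was the last one, from day 17 to day 29, at 1.31% ± 0.451 per day (SD, n = 3).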

The rate of DNMT3 loss is governed by one single parameter *k*_e_ that we set to reflect various aspects of the cellular system. Given that average protein half-life has a median of 46 h^48^ and doubling time is 16 h in mESCs^49^, dilution via cell division is likely the largest contributing factor to DNMT3 loss. If the RNA and *Dnmt3* alleles would disappear instantaneously, the DNMT3 loss over time would occur at a maximum rate of log(2)/(16/24) = 1.03, in units of days. Because neither RNA nor genetic loss of Dnmt3 is an instantaneous process, we set *k*_e_ to half of the theoretical maximum rate. Taken together, we designed a theoretical and experimental system to infer methylation and demethylation rates in the genome that is reproducible and can account for methylation patterns observed in ESCs.

### Rate inference reveals the identifiable landscape

Any measure of decay kinetics is limited by detection accuracy and temporal resolution. For example, it is intrinsically more difficult to capture extremely fast kinetics or a decay that starts at very low signal intensity (i.e., low methylation levels). We thus devised a rate inference method that allowed us to both fit rates optimally and determine the confidence at which they can be determined. To this end, we coupled the dynamical model for DNA methylation to a statistical error model (Supplementary Fig. 2a). We then used Bayesian statistics to calculate maximum likelihood estimates, as well as credible intervals for the rates (see “Methods”).

One advantage of this rate inference strategy is that it can provide a complete picture of the assay’s detection limits. For any given combination of *k*_me_ and *k*_de_, we can determine our ability to infer either *k*_me_ or *k*_de_. Applying this to all possible rate combinations resulted in the identifiable landscape (Fig. 2a). Overall, *k*_me_ is more difficult to infer than *k*_de_ because the latter is closer to what we are actually measuring. The resulting identifiable landscape revealed a central area of high-confidence parameter estimation (Fig. 2b, case 1), and three areas where rate inference is more difficult (Fig. 2b, cases 2–4). As expected, extreme combinations are hard to retrieve. The most difficult is case 2, representing unmethylated CpGs (high *k*_de_ and low *k*_me_). These CpGs are unmethylated throughout the time course and thus provide no information. Additionally, 50% methylated cytosines with very low rates would be difficult to infer (Fig. 2b, case 3), as very little decay is observed throughout the time-course coupled with the higher variability in measuring 50% methylated cytosines. Perhaps least intuitively, in the case of highly methylated cytosines, only *k*_me_ was difficult to infer (Fig. 2b, case 4). While decay (*k*_de_) is easily quantifiable at high methylation levels, hitting the methylation ceiling close to 100% prohibits the exact inference of *k*_me_.

**Fig. 2:**
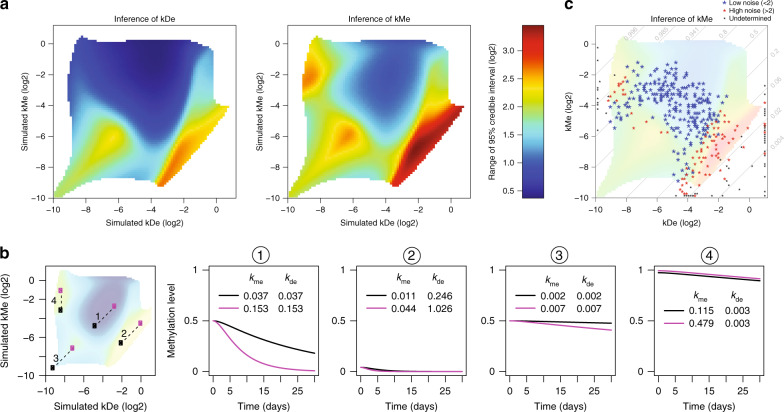
The inference landscape for methylation and demethylation rates. **a** Inference landscape for *k*_de_ (left) and *k*_me_ (right), respectively, given all 6400 possible combinations tested (see “Methods”). Blue regions represent high-confidence regimes were rates can be accurately inferred, whereas CpGs lying in the green to yellow regimes are increasingly difficult and ultimately impossible to determine with high confidence. Confidence levels were determined by an error model explicitly detailed in “Methods”. **b** Example pairs of CpGs and their placement in the inference landscape. Theoretical decay curves for the point pairs (connected by dashed lines) are shown to the right. Each pair number trajectory from the far left panel is shown individually in the right four panels. Note, rates for some CpGs can be accurately distinguished (1), while others have reduced confidence (3) or are governed by rates that are not possible to determine (2 and 4). **c** Points representing rate combinations for all CpGs (405) measured with amplicon sequencing. Points are overlaid on the inference landscape taking both *k*_de_ and *k*_me_ into account, inference colors are as **a**. Blue points have low noise in rate inference, while red points represent CpGs where noise is high. Black points represent CpGs where rates cannot be determined. Because the logarithm of the rates is displayed on both axes, lines with a slope of one (cases 1–3) correspond to rate combinations that result in the same steady-state methylation level but with different turnover.

Many of the cytosines covered in our amplicon dataset revealed rate combinations that we could infer with high confidence (Fig. 2c, blue points). Indeed, many of the problematic inference zones were not represented. For example, CpGs with a steady-state methylation level of 50% but very low turnover (bottom left corner of Fig. 2c, i.e., very low rates) were rare. It is important to note that while these rate combinations are inferred with lower confidence, they still would be detectable within these regions, as can be seen for CpGs with very low steady-state methylation levels (Fig. 2c, bottom right red and black points). 

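The rates were fitted again from the deposited counts as the paper's methods describe. Each replicate's counts over days 0 to 29 were compared with the model at 6400 combinations of *k*_me_ and *k*_de_, spaced by a factor of 1.1 up to 2 per day, with *k*_E_ 0.5 per day, 8% of the day 0 level mixed in, a conversion error of 0.0025 each way and a beta-binomial likelihood with an over-dispersion of 0.0055. A rate counted as identified where the probability at the borders of the grid was under 0.08 in every replicate, and as low noise where the 95% credible range of both rates, combined over replicates, was also under 2 on the log2 scale. Of 405 CpGs, 287 had identified rates and 239 had low noise rates. Between replicates, log2 *k*_de_ of the identified CpGs correlated with r = 0.885 to 0.891 across CpGs, and the highest and lowest of the 3 estimates differed by a median of 1.61-fold for *k*_de_ and 2.14-fold for *k*_me_. Leaving out replicate 2 moved the number of low noise CpGs most, to 183. In the authors' deposited table, 242 CpGs are labelled as low noise, 39 as high noise and 124 as undetermined.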

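At 40 to 60% methylation at day 0 the amplicons held 29 CpGs, and the rates of all 29 were low noise. Their log2 *k*_de_ ranged from -5.60 to -3.13, with a median of -3.95, and 0 of the 29 lay below -6.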

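Low noise rates were obtained for 59.0% of the amplicon CpGs and identified rates for 70.9%. The share with low noise rates depended on the steady state. It was 100% for the 43 CpGs with 30 to 50% and for the 28 CpGs with 50 to 70% methylation at day 0, and 98.4% of the 61 CpGs with 70 to 90%. At 10 to 30% it was 84.1% of 69 CpGs, at 90% or more 57.7% of 71 CpGs and below 10% it was 6.77% of 133 CpGs.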

Taken as a whole, our inference method is capable of accurately discriminating regimes where rates can be inferred, and the majority of the cytosines we profiled reside in high-confidence regions.

### Rate inference at the genomic scale

At first glance, determining methylation and demethylation rates at the genomic scale appears straightforward, as it requires bisulfite sequencing of all samples for the time-course experiment. However, the deep coverage required for proper rate assignments (minimum of 50× coverage for 24 samples) makes this cost prohibitive unless genome complexity is substantially reduced. To accomplish this, we used the SureSelect system that employs RNA baits homologous to 297,000 genomic regions (Fig. 3a, see “Methods”), predesigned to enrich for regulatory regions and disease relevant loci. This enrichment was apparent when inspecting raw reads (Fig. 3a) and we confirmed the observation at the global level, with nearly 90% of all mapped reads localizing within 200 bp of bait regions (Fig. 3b). 

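In SureSelect bisulfite sequencing, RNA baits capture chosen regions from fragmented genomic DNA, which is then converted and sequenced. The experiment comprised 24 samples, with 3 replicates of TTKO cells at each of the 7 time points of the amplicon experiment and 3 replicates of wild-type cells at day 0, where day 0 cells were not transduced. The authors aligned 51 bp paired-end reads to mm9 and deposited the coverage and the percentage of methylated reads at 2177608 CpGs, with the 3 replicates of a time point joined in a single column. Single replicates are therefore not known, no spread between replicates can be given, and a test of these columns compares pooled libraries and not conditions. The lowest coverage in the table is 50 reads. The pooled TTKO columns hold 680839832 reads on CpGs at day 0, 590568540 at day 4, 421283985 at day 8, 728291972 at day 10, 641701748 at day 13, 740590811 at day 17 and 664206219 at day 29, and the wild-type column holds 671339231. Methylated read counts were taken as coverage times level, which gave whole numbers within the rounding of the percentages at 100% of the values. Differences between pooled columns were tested per CpG with Fisher's exact test (two-sided, Benjamini-Hochberg adjustment, threshold 0.05). Rates were fitted on the pooled columns with a binomial likelihood, with the grid and settings used for the amplicons. All 2177608 positions are a C followed by a G in the mm9 sequence.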

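The capture table covers 64 CpGs of the region on chromosome 4 shown in Fig. 3a (from 82110043 to 82143542 of mm9), all within Nfib, which lies on the minus strand from 81936077 to 82351654. Their mean methylation was 72.4% in TTKO cells at day 0, 40.6% at day 29 and 48.8% in wild-type cells, at a median coverage of 253.5 reads. Of the 64 CpGs, 47 were at least 70% methylated in TTKO cells at day 0 and 1 was below 5%. Rates were low noise at 55 CpGs, with log2 *k*_de_ from -7.11 to -2.58 and a median of -5.19.

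**Figure D2:**
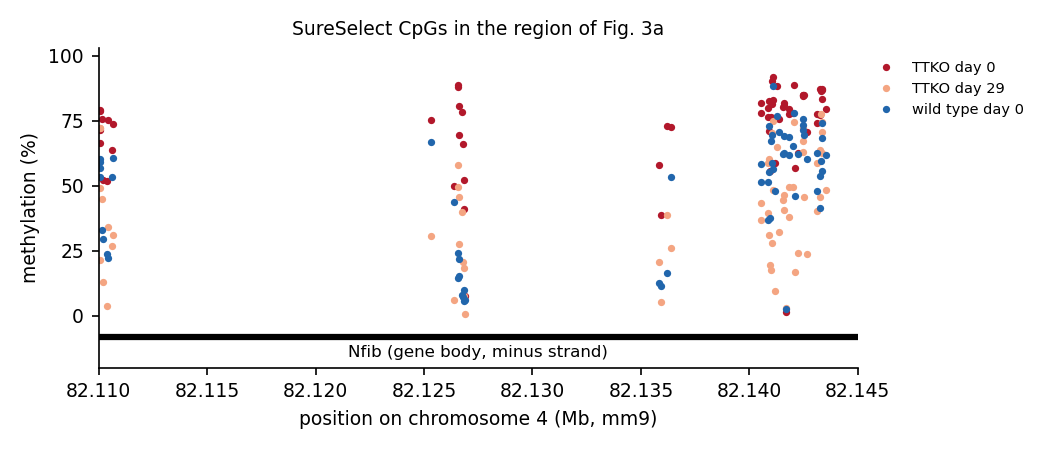
Methylation (%) of the 64 capture CpGs between 82110043 and 82143542 on chromosome 4 (mm9), one point per CpG for TTKO cells at day 0, TTKO cells at day 29 and wild-type cells at day 0, with the extent of Nfib as a black line. The means of the points are 72.4%, 40.6% and 48.8%.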

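Over the 8 pooled columns the median coverage of a CpG was 231 reads, and 1102856 CpGs had at least 150 reads in every column. The 2177608 CpGs are 10.2% of the 21342492 CpGs on the 21 chromosomes of mm9. Rates were identified at 1721602 CpGs and low noise at 973714. A beta-binomial likelihood with an over-dispersion of 0.0055 moved the number of low noise CpGs most, to 501712. In the authors' deposited table 860406 CpGs are labelled as low noise, and 843779 of these were low noise here too.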

In total, this resulted in a mean of 234 million reads mapped per library, sufficient coverage for high-confidence rate inference at 860,406 CpGs, representing 151k unique genomic locations (~51% of SureSelect baits) and ~4% of CpGs in the mouse genome (Supplementary Table 4, see GEO submission).

**Fig. 3:**
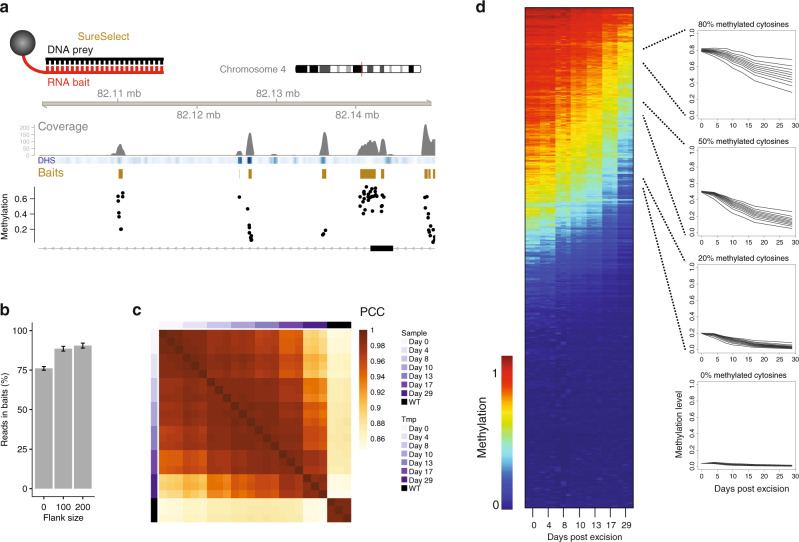
Genome-scale measurement of methylation kinetics. **a** Outline of the SureSelect strategy (above) and a browser screenshot of raw read counts, DHS signal (blue), bait design regions (gold), and CpG methylation level measured prior to induced deletion (black dots). **b** Percentage of reads in libraries mapping to bait regions. Bars represent bait region boundary extension by 0, 100, or 200 bp, respectively. Error bars represent two standard deviations from the mean of three replicates. **c** Hierarchical clustering of methylation levels for all samples measured. Annotation column and row depicts days post transduction and wild-type samples. PCC is the Pearson correlation coefficient. **d** Decay of methylation over time for 2.1 million CpGs. Color scale is as in Fig. 1e, dark red representing 100% methylated CpGs and dark blue representing 0% methylation. Traces to the right represent average profiles of CpGs with similar steady states (noted above panels) but different decay kinetics. CpGs with steady states of 20, 50, and 80% (±2%) were separated into decile bins based on *k*_de_ and average profiles from these bins are shown.

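Mean methylation of the capture CpGs in TTKO cells was 35.8% at day 0, 34.6% at day 4, 31.6% at day 8, 29.4% at day 10, 27.7% at day 13, 24.0% at day 17 and 19.6% at day 29. At day 29, 1292103 of 2177608 CpGs were less methylated than at day 0 and 3729 were more methylated (Fisher's exact test on pooled reads, adjusted p threshold 0.05). The mean difference was -16.3 percentage points and the median -12.2. A coverage minimum of 100 reads in all columns moved the number of differing CpGs most, to 1027792 of 1560234 tested. The number of more methylated CpGs was 29 where a difference of at least 10 percentage points was also required, and 387 with an over-dispersion of 0.0055 between replicates in the test, an alternative chosen after seeing the data.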

Methylation levels decayed steadily over time after *Dnmt3* deletion (Supplementary Fig. 3a). Variance in methylation measurements could be predominantly explained by random sampling of reads from a binomial distribution, whereby variance in methylation levels for cytosines scaled with coverage as expected from random sampling^50^ (Supplementary Fig. 3b). Patterns of methylation across CpGs measured at the given sampling time points were highly reproducible across replicates with clustering driven predominantly by the time point analyzed (Fig. 3c). Additionally, for CpGs quantified using both amplicon sequencing and SureSelect (259 of 405), methylation levels were well correlated (*R* = 0.98, Supplementary Fig. 3c). 

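Between neighbouring time points the methylation levels of the pooled columns correlated with r = 0.980 to 0.993 across CpGs, which are not independent replicates. The correlation with TTKO day 0 fell from r = 0.992 at day 4 to 0.955 at day 17 and 0.904 at day 29. Wild-type and TTKO cells at day 0 correlated with r = 0.873. Spearman's rho in place of Pearson's r moved the median over neighbouring time points most, from 0.991 to 0.944. Correlations within a time point could not be computed, because the replicates are joined.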

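Both assays covered 259 CpGs, in 8 conditions. Over the 2072 pairs of values the amplicon level, averaged over replicates, and the SureSelect level correlated with r = 0.987, and within single conditions with r = 0.982 to 0.990, across CpGs that are not independent replicates. The amplicon levels were higher by a mean of 3.32 percentage points, the SD of the difference was 5.06 and its median size was 2.18. Keeping the levels of 10 to 90% moved the correlation most, to 0.969.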

Demethylation rates for ~40% of the cytosines could be assigned with high confidence (860k of 2.1 × 10^6^), revealing that passive demethylation rates vary widely. 

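Identified rates were found at 79.1% of the capture CpGs and low noise rates at 44.7%. Below 5% methylation at day 0, 0.169% of 830076 CpGs had low noise rates. The share was 54.8% at 10 to 30%, 87.2% at 30 to 50%, 92.0% at 50 to 70%, 79.1% at 70 to 90% and 37.3% at 90% or more. At the CpGs that were low noise both here and in the authors' deposited table, refitted and deposited log2 rates correlated with r = 0.9979 for *k*_de_ and r = 0.993 for *k*_me_, and log2 *k*_de_ differed by a median of 0.05.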

On average demethylation rates show an interquartile range of 1.7 fold, but CpG demethylation rates can vary up to 158 fold, exposing that CpGs sharing the same steady-state methylation levels can have highly different kinetics of methylation loss (Fig. 3d, right). 

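For each whole percent of day 0 methylation, *k*_de_ was compared between the CpGs within 2 percentage points of it. Over the identified CpGs the interquartile fold of *k*_de_ was 1.97 ± 0.026 on average (95% interval from leaving out each of 20 chromosomes in turn), and over the low noise CpGs it was 1.71. Keeping the CpGs with a credible range under 1 on the log2 scale moved the average most, to 1.62. The largest ratio of the highest to the lowest *k*_de_ was 1862 for identified CpGs, at 41% methylation, which is the span of the rate grid itself, and 156 for low noise CpGs, at 42%. It was 97.0 after dropping 1% of the CpGs at each end. In the authors' deposited table the low noise rates give an average interquartile fold of 1.75 and a largest ratio of 418. Among the low noise CpGs within 2 points of 50%, the slowest 10% by *k*_de_ (3393 CpGs) went from 50.1% at day 0 to 40.8% at day 10 and 25.5% at day 29. The fastest 10% (3392 CpGs) went from 49.9% to 24.3% and 5.77%. At 80%, the slowest 10% retained 80.8% of their day 0 level by day 29 and the fastest 10% retained 38.8%, and at 20% the corresponding values were 36.5% and 7.73%. From these differences the paper concludes that CpGs with the same steady state can lose methylation with very different kinetics.

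**Figure D3:**
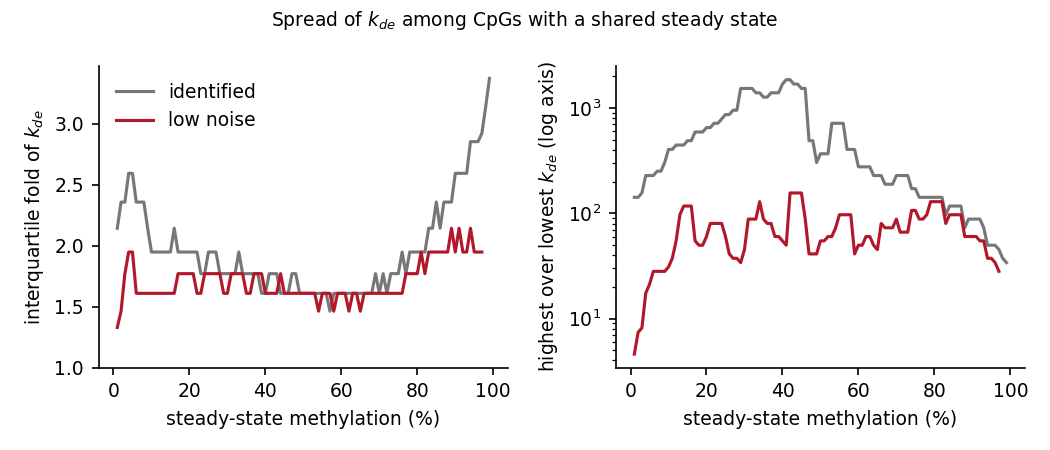
Interquartile fold of k_de (left, linear axis) and highest over lowest k_de (right, log axis) among capture CpGs within 2 percentage points of each steady state (%), for identified CpGs in grey and low noise CpGs in red. The averages of the left panel are 1.97 and 1.71, and the highest points of the right panel are 1862 and 156.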

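Single CpGs with 48 to 52% methylation at day 0 were chosen by their *k*_de_. The highest low noise *k*_de_ was at an intergenic CpG on chromosome 17 (28221463 to 28221464 of mm9), 3879 bases from Tcp11, with a log2 *k*_de_ of -1.34 (95% credible range 0.99 wide). Its reference sequence is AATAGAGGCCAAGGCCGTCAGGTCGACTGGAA. It fell from 51.7% of 414 reads at day 0 (95% Wilson interval 46.9 to 56.5) to 26.1% of 353 reads at day 4 and 0.50% of 418 reads at day 29 (0.131 to 1.73). The next highest was an intergenic CpG on chromosome 19 (42346882 to 42346883), 2044 bases from Golga7b, with a log2 *k*_de_ of -1.48, which fell from 51.8% of 631 reads to 2.3% of 574 reads. The rule for these sites asked for similar fits in every replicate, which pooled columns cannot show. The lowest low noise *k*_de_, added after the values were seen, was at a CpG on chromosome 7 (6683767 to 6683768), 635 bases from Peg3, with a log2 *k*_de_ of -7.11 (95% credible range 1.40 wide). It went from 51.8% of 733 reads at day 0 (48.2 to 55.4) to 43.5% of 639 reads at day 29 (39.7 to 47.4). A CpG in an intron of Peg3 (6680433 to 6680434) followed with a log2 *k*_de_ of -6.84 and went from 48.8% of 760 reads to 36.7% of 684 reads. The lowest identified *k*_de_ lay at the lower limit of the grid and was not low noise, at a pair of CpGs in an intron of Peg10 on chromosome 6 (4699146 and 4699153). The first of these was 51.1% of 131 reads at day 0 and 50.0% of 126 reads at day 29.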

Importantly, while a significant proportion of the probe design represents active regulatory elements, ~40% of regions we assay with SureSelect lack DHS signal in ESCs (Supplementary Fig. 3d). Thus, CpGs are represented in active regulatory regions, as well as inaccessible intergenic domains. In summary, we reproducibly inferred rates of methylation and demethylation for nearly 1 million CpGs in mouse ESCs. By observing different kinetics for shared steady states, our data uncover the dynamic aspect of the methylome normally masked in steady-state measurements.

### Rate combinations reveal context-specific activity

Having extended our rate inference to the genomic level, we first interrogated the relationship between rates of de novo methylation and passive demethylation (Fig. 4a). The relationship between these rates is complex, suggesting that genomic context can have different implications for de novo and maintenance methylation. As a reference, steady-state methylation levels are depicted in Fig. 4a by 45° lines, as the ratio between rates is constant along each line.

**Fig. 4:**
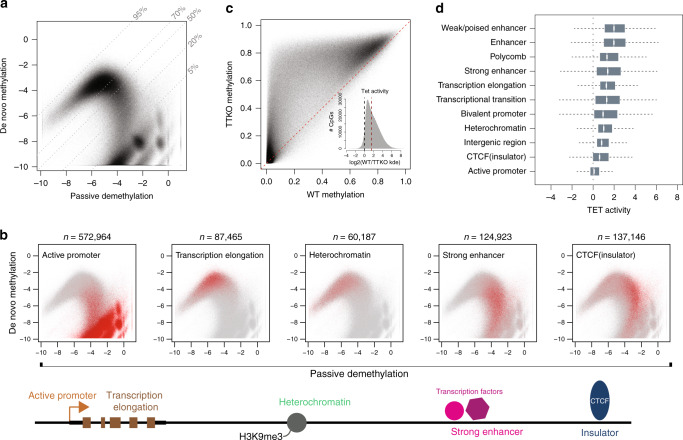
Rate combinations are characteristic of particular genomic contexts. **a** Scatterplot of *k*_de_ and *k*_me_ for all cytosines. Dashed lines represent different steady-state methylation levels, which are noted on the right upper borders. **b** Scatterplots as in **a**, but with CpGs colored according to overlap with previous genome annotations^52,54^. Red points represent CpGs of interest for the particular genomic annotation. For example, in the first panel all CpGs overlapping with promoter regions are shown in red, while all CpGs outside of promoters are shown in gray. The number of CpGs overlapping with each state are noted above the respective panel. A graphical depiction of the genomic annotations for the five different contexts is shown below the scatterplots. **c** Scatterplot of methylation levels measured in wild-type (*x*-axis) and TTKO cells (*y*-axis). Inset: change in *k*_de_ as a function of TET activity. Values on the *x*-axis represent log2(*k*_de_^WT^) − log2(*k*_de_^TTKO^). The vertical blue line represents CpGs where TET activity has no effect on *k*_de_, while the red vertical line represents a three-fold increase in the demethylation rate as a function of TET activity. Note the almost unimodal shift in steady-state methylation levels underscoring the role of TET proteins as demethylases. **d** TET mediated changes in *k*_de_ as a function of genomic context. TET activity is as defined above in **c**. Annotated regions are sorted based on mean change in *k*_de_. The box represents the middle 50% of the data, the line inside the box is the median, and whiskers are defined by the most extreme values lying within 1.5 times the interquartile range.

Upon closer inspection of the rate relationship, two particular patterns emerge. 

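At the 605504 CpGs with identified rates and at least 70% methylation at day 0 in TTKO cells, the median log2 *k*_de_ was -5.74 (quartiles -6.43 and -5.19), a time of 37.0 days for the methylation of a CpG to fall by 50% without de novo methylation. The 5th and 95th percentiles of their log2 *k*_de_ were -7.80 and -4.50, a ratio of 9.85. The credible range of a single log2 *k*_de_ in this class had a median width of 0.79.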

First, CpGs with a steady-state methylation above 70% vary greatly in turnover (Fig. 4a, upper arm, points in the upper left above the 70% methylation line). This suggests a positive relationship between de novo methylation rate and passive demethylation at highly methylated CpGs (see below). 

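Across the identified CpGs of at least 70%, log2 *k*_me_ and log2 *k*_de_ correlated with r = 0.790 ± 0.0061 (95% interval from leaving out chromosomes in turn, CpGs not being independent replicates). Keeping the low noise CpGs moved r most, to 0.701. At 50 to 70% methylation r was 0.788, and below 50% it was 0.155.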

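The 848270 CpGs with identified rates and less than 50% methylation at day 0 had a median log2 *k*_de_ of -3.54 (quartiles -3.95 and -2.85) and a median log2 *k*_me_ of -6.84 (quartiles -9.59 and -5.05). The quartiles lay 2.14-fold apart for *k*_de_ and 23.2-fold apart for *k*_me_. The credible range of a single log2 *k*_me_ in this class had a median width of 3.32, against 2.46 for *k*_de_.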

Second, CpGs with average methylation below 50% have elevated passive demethylation coupled with variable de novo methylation rates (Fig. 4a, lower arm, points to the lower right of the 50% methylation line). This suggests that low methylation levels observed in genomic methylation maps are a result of both an increase in passive demethylation, as well as a reduction in de novo methylation. 

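Between the CpGs below 50% and those of at least 70%, the median log2 *k*_de_ differed by 2.20 and the median log2 *k*_me_ by -3.30 (identified rates, 95% intervals of ± 0.14, a step of the rate grid). The difference in *k*_de_ moved most, to 1.79, with the low noise rates of the authors' deposited table. The size of the difference in *k*_me_ depended on the class limits, since it was -1.38 between the classes of 10 to 50% and 70 to 95%, and -4.54 with the beta-binomial likelihood. From both differences, the paper proposes that low methylation results from increased passive demethylation and from reduced de novo methylation.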

Importantly, these relationships remain when accounting for inference confidence levels (Supplementary Fig. 4a). Additionally, regions with higher turnover tended to reside in earlier replicating regions of the genome (Supplementary Fig. 4b) in agreement with their euchromatic context^51^.

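With low noise rates alone, the 258731 CpGs below 50% had a median log2 *k*_de_ of -3.68 and a median log2 *k*_me_ of -4.78, and the 468474 CpGs of at least 70% had medians of -5.60 and -3.40. The classes differed by 1.93 in log2 *k*_de_ and by -1.38 in log2 *k*_me_. Within the class of at least 70%, the 5th and 95th percentiles of *k*_de_ were 5.56-fold apart. Low noise CpGs made up 9.96% of the CpGs at 5 to 10% methylation, so the class below 50% rests mostly on CpGs above 10%.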

Next, we asked if these local differences in enzymatic activities could reflect other features of the epigenome. Using a published classifier^52,53^ of chromatin states in mouse ESCs^53,54^, we assigned each CpG to a particular genomic context defined by TF occupancy and combinations of histone modifications (Fig. 4b). This revealed that particular genomic environments overlapped with specific rate regimes. For example, CpGs outside of genes and regulatory regions (H3K9me3+) show high steady-state methylation, yet surprisingly variable rate combinations. While also highly methylated, CpGs residing in active gene bodies (H3K36me3+) show higher turnover. In contrast, highly methylated intergenic CpGs tend to have reduced passive demethylation and de novo methylation rates, revealing higher DNMT1 fidelity at these regions coupled with reduced DNMT3 activity.

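The chromatin states of Fig. 4 are not part of the deposited tables, so CpGs were grouped by the GENCODE M1 annotation of mm9, in which intergenic means outside every annotated gene and more than 1000 bases from a transcription start. Among low noise CpGs of at least 70% methylation, 161487 intergenic CpGs had a mean log2 *k*_de_ of -5.62 and 186172 intronic CpGs of protein-coding genes had a mean of -5.61. The difference was -0.01 ± 0.02 (95% interval from leaving out chromosomes in turn) and was not detectable. For *k*_me_ the means were -3.49 and -3.46, a difference of -0.03 ± 0.02. The SD of log2 *k*_de_ within the intergenic CpGs was 0.77. These groups hold no information on transcription or histone marks.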

CpGs within active regulatory elements and at insulator regions (CTCF+), in contrast, have reduced overall methylation levels as shown previously^5^, but reveal an intriguing relationship in regards to total activity. Passive demethylation is elevated indicating reduced maintenance by DNMT1 at active regulatory elements, including strong enhancers (NANOG+, OCT4+, H3K27Ac+, H3K9Ac+, and H3K4me1/3+). At the same time, de novo methylation activity varies widely in these regions, potentially indicating that transacting factors present at specific regulatory regions may affect DNMT3 activity differently (see below). 

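Within 1000 bases of an annotated transcription start lay 938413 of the capture CpGs. Their median methylation at day 0 in TTKO cells was 1.9%, and 68.7% of them were below 5%. Rates were low noise at 185012 of them, or 19.7%, compared with 69.1% of the 506899 intronic CpGs. With a limit of 500 bases, 14.8% of 710595 promoter CpGs had low noise rates.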

While many promoter CpGs (H3K4me3+, H3K27Ac+, and H3K9Ac+) are also present in this regime, their rates cannot be determined with high confidence as their steady-state methylation levels are too low to allow for robust kinetic analysis (Supplementary Fig. 4a). In summary, our results reveal that methylated cytosines have both highly variable methylation kinetics and a surprising abundance of sites with high rates of passive demethylation that is normally masked by de novo methylation activity.

### Site specificity of active demethylation by the TET enzymes

Having quantified passive demethylation at the genome scale, we sought to determine the contribution of TET-dependent, “active” demethylation at these CpGs. More specifically, we sought to interrogate how TET proteins affect demethylation rates at the CpGs we measured previously. Our model framework would predict that we can determine the change in demethylation rates by comparing steady-state methylation levels between ESCs with and without TET proteins (Supplementary Fig. 4c). 

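In wild-type cells, the parental line with TET proteins, mean methylation of the capture CpGs at day 0 was 23.4%, at a median coverage of 247 reads. At 973811 of 2177608 CpGs methylation was higher in TTKO than in wild-type cells and at 19743 it was lower (Fisher's exact test on pooled reads, adjusted p threshold 0.05), so 98.0% of the differing CpGs were higher in TTKO cells. The mean difference was 12.4 percentage points and the median 4.8. A coverage minimum of 100 reads in all columns moved the number of differing CpGs most, to 817304 of 1560234 tested. The number of CpGs lower in TTKO cells was 8581 where a difference of at least 10 percentage points was also required, and 10650 with an over-dispersion of 0.0055 in the test, an alternative chosen after seeing the data. Of the CpGs with 10 to 30% methylation in wild-type cells 80.8% were higher in TTKO cells, and of those with 70 to 90% in wild-type cells 40.2%.

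**Figure D4:**
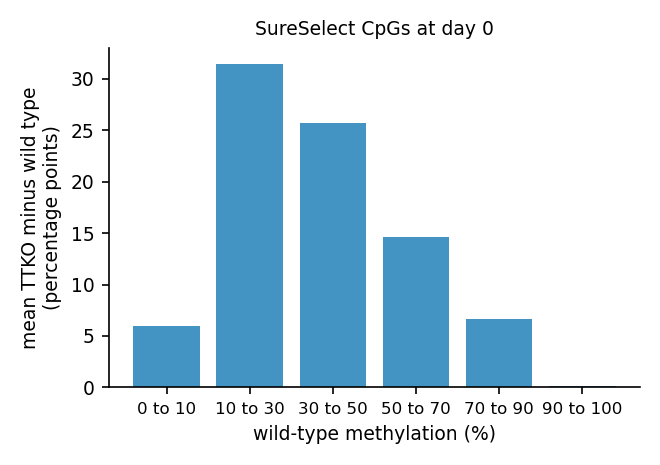
Mean TTKO minus wild-type methylation (percentage points) at day 0, one bar per class of wild-type methylation (%), over all capture CpGs with the replicates pooled. The bars are 5.92, 31.5, 25.8, 14.7, 6.60 and 0.136 points from the lowest to the highest class.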

We therefore measured methylation levels at these CpGs in the presence of TET1/2/3 and observed an almost unidirectional increase in methylation levels when TET proteins are absent (Fig. 4c). This observation is indeed in agreement with the defined role of TETs as demethylases, and our model assignment of these proteins as demethylases. In this context, we refer to the contribution of TETs to the demethylation rate as TET activity. More specifically, this number represents the fold change in *k*_de_ when TETs are present (in log2 space). To validate rate predictions in an independent manner, we performed amplicon bisulfite time-course experiments following *Dnmt3* deletion in the parental cell line with TET activity (Supplementary Table 2). 

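The wild-type amplicon experiment comprised samples on the same 405 CpGs, with 3 non-transduced samples at day 0 and 3 replicates each of Cre-treated and mock-treated cells at the later time points. Reads on CpGs ranged from 2350608 to 4704933 per Cre sample (median 4053582), from 2097549 to 4299795 per mock sample (median 3522150) and from 2310418 to 2897816 per day 0 sample (median 2457232). The median coverage of a CpG was 5405 reads, and 143 levels under the coverage minimum are missing. To allow for changes in the mock, the Cre levels were divided by a mock baseline, the mean mock level of the CpGs in the same 10% bin of day 0 methylation relative to their day 0 mean. The paper's methods describe multiplication by this factor. Division was used here because it takes the mock's rise out of the Cre levels, whereas multiplication would add to it. Rates were then fitted with the beta-binomial likelihood as for the TTKO amplicons, and were identified at 250 CpGs and low noise at 187. Before normalization, 203 of 392 CpGs were less methylated in Cre than in mock samples at day 29 and 0 were more methylated (quasi-binomial test, adjusted p threshold 0.05), and 221 passed an unadjusted threshold of 0.05. Replicates of a condition correlated with r = 0.862 to 0.996 across CpGs.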

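The wild-type *k*_de_ was predicted from the TTKO *k*_de_ and the day 0 levels of both lines, as *k*_de_ times the ratio of the odds of being unmethylated in wild-type over TTKO cells. At the 215 CpGs identified in both lines, predicted and fitted log2 *k*_de_ correlated with r = 0.789 (Spearman's rho 0.774) across CpGs, which are not independent replicates. With single wild-type replicates r was 0.680, 0.756 and 0.743. With the Cre levels multiplied by the mock baseline, which is how the paper's methods word the correction, r was 0.420 over 165 CpGs. This alternative was chosen after seeing the data and moved r most. Among the alternatives set in advance, a border probability of 0.05 moved it most, to 0.869. In the authors' deposited table 155 CpGs have inferred rates in both lines, and their predicted and inferred values correlate with r = 0.876.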

As expected, *k*_de_ values determined by the time course showed very high correlation (*R* = 0.88) to those predicted using only changes in steady-state methylation (see Supplementary Fig. 4c–h and “Methods”), representing a strong validation of our modeling strategy.

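TET activity was computed per CpG as the log2 ratio of the odds of being unmethylated in wild-type over TTKO cells at day 0, with levels kept at least 0.0025 away from 0 and 1, which assumes the same *k*_me_ in both lines. It was at least log2 of 3 at 722695 of 1721602 CpGs with identified rates, or 42.0% (95% Wilson interval 41.9 to 42.1). The share moved most, to 49.9% of 860406 CpGs, with the TET activity and low noise class of the authors' deposited table. Over the low noise CpGs of the fit here it was 482441 CpGs, or 49.5% (49.4 to 49.6), and over all 2177608 CpGs 768115, or 35.3% (35.2 to 35.3). These Wilson intervals treat CpGs as independent. They leave out variation along the genome and between replicates, and the share moved far more with the setting.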

The presence of TET activity drastically affected demethylation rates throughout the genome, increasing them at least threefold for half of all CpGs analyzed (~476,895 CpGs, Fig. 4c inset). This effect is most apparent at enhancer elements, followed by polycomb marked regions and gene bodies (Fig. 4d). Taken together, this revealed that TET proteins have a considerable influence on the demethylation rate. This contribution in ESCs tends to be greater than DNMT1 infidelity and is highest at active distal regulatory elements.

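Over the identified CpGs the median TET activity was 1.27 on the log2 scale (quartiles 0.46 and 2.39), a 2.42-fold higher *k*_de_ in wild-type cells, and 12.4% of the CpGs had a negative value. Over the low noise CpGs the median was 1.57 (quartiles 0.74 and 2.70), or 2.96-fold, and 4.77% had a negative value. The largest TET activities among CpGs with at least 5% methylation in wild-type and at most 95% in TTKO cells were 7.59 in an intron of Gabbr2 on chromosome 4 (46787665 to 46787666) and 7.56 in an exon of the pseudogene Rab11b-ps2 on chromosome 19 (7473600 to 7473601). The CpG in Gabbr2 was 92.1% methylated in TTKO cells at day 0 (227 reads, 95% Wilson interval 87.8 to 94.9) and 5.7% in wild-type cells (211 reads, 3.28 to 9.68). The CpG in Rab11b-ps2 was 92.7% methylated in TTKO cells (563 reads, 90.3 to 94.6) and 6.3% in wild-type cells (618 reads, 4.65 to 8.51). From these differences between the lines, the paper concludes that TET proteins have a considerable influence on the demethylation rate.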

Next, we asked whether active and passive demethylation scale in a similar fashion. 

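The identified CpGs were divided into 10 bins of equal width in log2 *k*_de_. Median TET activity rose from 0.60 in the bin of the lowest *k*_de_ to 1.69 in the bin from -5.52 to -4.43, which held 434352 CpGs, with quartiles of 0.82 and 2.88. Across all identified CpGs, Spearman's rho of TET activity and *k*_de_ was -0.16 ± 0.0087 (95% interval from leaving out chromosomes in turn, CpGs not being independent replicates). It moved most, to 0.0589, and changed sign when the low noise CpGs alone were used, an alternative chosen after seeing the data.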

While TET activity is highest in regions with elevated passive demethylation (Supplementary Fig. 4i), the relationship is complex, as rates of passive and active demethylation vary widely between individual CpGs (Supplementary Fig. 4j). 

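Above a log2 *k*_de_ of -4.43 the median TET activity was lower, at 1.38 in the bin up to -3.35, 0.81 in the bin up to -2.26 and 0.75 in the bin up to -1.17. It then rose to 0.90 in the bin up to -0.09, with 13521 CpGs, and was 0.52 in the bin of the highest *k*_de_, with 47872 CpGs. The median TTKO methylation at day 0 in this last bin was 1.5%, so few methylated reads stand behind its odds. Among low noise CpGs, where the medians of TTKO methylation were 63.5% and 20.5%, TET activity was 1.87 at a log2 *k*_de_ from -4.91 to -3.95 and 0.89 from -2.03 to -1.06, with 1724 CpGs.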

While TET activity reaches its maximum in active regulatory elements and bivalent domains, regions with the highest levels of passive demethylation reveal little TET activity. Several of these CpGs indeed overlap closely with TF binding sites as can be seen for CTCF (Fig. 4b, Supplementary Fig. 4i, j), suggesting that continuous presence of TFs inhibits both TET and DNMT1 activity directly at the site of binding. In contrast, heterochromatic intergenic regions generally have both low active and passive demethylation. We conclude that CpGs reside in different rate regimes as a function of genomic context, and TET activity has an overall effect of increasing demethylation rates throughout the genome, but particularly at enhancers.

### Transcription correlates with methylation turnover

CpGs with particularly high steady-state methylation levels (≥70%) displayed a remarkable linear relationship between de novo methylation and passive demethylation rates (Fig. 5a, red points). 

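The regression of log2 *k*_me_ on log2 *k*_de_ over the identified CpGs of at least 70% methylation had a slope of 0.660 ± 0.0054 (95% interval from leaving out chromosomes in turn). Restricting it to CpGs of at least 80% moved the slope most, to 0.820, with r = 0.875. Because the steady state is set by the ratio of both rates, a narrow range of steady states ties them together. In a sample of 40000 low noise CpGs of this class r was 0.699 as measured, 0.812 with the steady states shuffled among the CpGs and 0.440 in refits of simulated CpGs that share a single *k*_de_.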

We reasoned that CpGs with high steady-state methylation but different rates of turnover might be residing in regions of different transcriptional activity (Fig. 4b). To address this, we grouped genes based on their transcriptional output and tallied steady-state methylation, de novo methylation rate, and active/passive demethylation rate as a function of relative position in the gene (Fig. 5b, Supplementary Fig. 5a). This revealed that total methylation turnover increases with transcriptional activity and in turn argues that the high overall methylation observed at genes is in constant flux as a function of transcription. This is also evident for individual rates as methylation by DNMT3 increases with transcriptional output (Fig. 5b). Recruitment of de novo activity in genes likely involves H3 methylation at lysine 36. The presence of this modification increases with transcriptional rate and it is recognized by DNMT3b^55^, which has been suggested to be functionally required for genic methylation^56^.

**Fig. 5:**
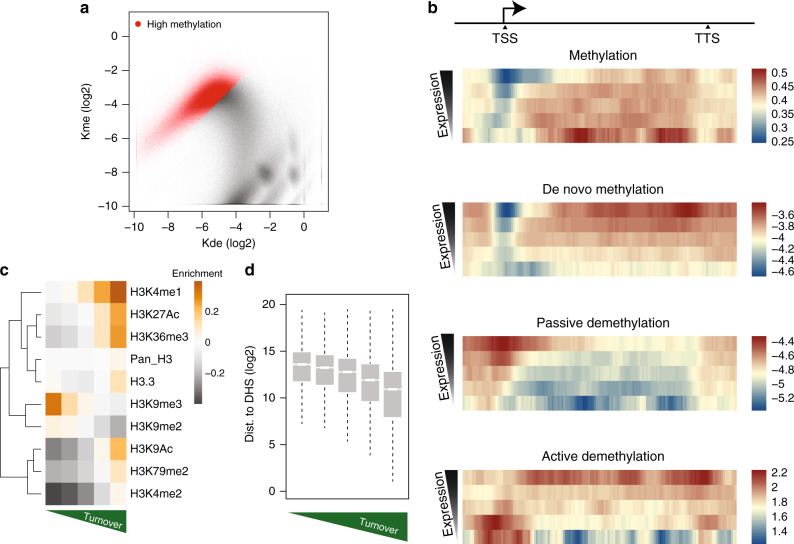
Turnover at highly methylated cytosines correlates with genomic activity. **a** Scatterplot of *k*_de_ and *k*_me_ highlighting CpGs in red that have a high steady state ≥70%). **b** Rates and methylation levels as a function of location in genic regions. Mean values for CpGs are represented as a function of their position in genes as a percentage (i.e., each genic region represents 100 bins). Upstream and downstream of noted TSS and TTS regions represent 10 kb of flanking DNA. Each row in the heatmap represents a collection of genes binned on transcriptional output in RPKM (five bins total), with the highest expressing bin on top. Each bin represents at least 2k genes. **c** Heatmap representing signal for eight different chromatin marks across bins of highly methylated cytosines (red points from **a**). Mean histone signal was calculated by tiling the genome into 1 kb bins and determining enrichment in ChIP signal over input for the respective marks. From left to right, bins are split based on mean methylation turnover within the bin, with the highest turnover bin on the far right. Note the increase in H3K36me3 and active marks, with the concomitant decrease in H3K9me2/3. **d** Turnover increases with proximity to distal regulatory elements. CpGs were binned on turnover as for **c**, but their distance to the nearest DHS site was calculated. Boxplot elements are as defined in Fig. 4d.

The requirement for continuous de novo methylation may arise due to higher demethylation rates at transcribed genes. In addition to de novo methylation rate, both active and passive demethylation increase in gene bodies with transcriptional output, although to a lesser degree. Importantly, however, measured turnover rates are largely independent of whether CpGs reside in introns or exons (Supplementary Fig. 5b). Furthermore, this signal is unlikely to result from increased accessibility in transcribed gene bodies, as we do not observe a higher prevalence of DNAseI hypersensitive sites in highly transcribed gene bodies (Supplementary Fig. 5c). However, we do observe increased histone turnover as revealed by H3.3 ChIP signal^57^ (Supplementary Fig. 5c). This links transcription coupled deposition of replication-independent histones^58^ with reduced DNMT1 fidelity. 

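Among low noise CpGs of at least 70% methylation, 46832 exonic and 186172 intronic CpGs of protein-coding genes differed in mean log2 *k*_de_ by 0.06 ± 0.02 (95% interval from leaving out chromosomes in turn), a ratio of 1.05. For log2 *k*_me_ the difference was 0.12 ± 0.02, a ratio of 1.08. Both exceed the spread between chromosomes. CpGs within 1000 bases of a transcription start were left out.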

In summary, transcription coincides with high turnover of DNA methylation at genic regions.

### Heterochromatin and euchromatin show opposing turnover rates

CpGs with high steady-state methylation but variable turnover also exist outside of genic regions, allowing us to explore their relationship with other chromatin marks. This revealed that CpGs with high methylation but low turnover were progressively enriched for the heterochromatic marks H3K9me2 and H3K9me3 (Fig. 5c, Supplementary Fig. 5d, e). This positive correlation between DNMT1 fidelity and presence of H3K9 methylation marks is in line with the known interaction of methylated H3K9 with UHRF1^59^, an accessory factor required for maintenance methylation^60,61^.

Interestingly, a subset of highly methylated cytosines display both high turnover and low H3K36me3. As these CpGs overlap with regions of local enrichment for H3K4me1 and H3K27ac (Fig. 5c), we reasoned that these particular CpGs might be positioned proximal to active regulatory regions despite being hypermethylated. Indeed this is the case (Fig. 5d), as CpGs that border regulatory regions are under a regime of elevated methylation turnover. It has been shown previously that CpGs residing in the proximity of CpG island shores can exhibit variable methylation levels^62,63^. Our data now argue that these CpGs are under a regime of higher turnover even in a cell state, where they are highly methylated. We conclude that hypermethylated CpGs can undergo high methylation turnover, when proximal to regulatory regions or positioned within highly active genes.

### Transcription factor-specific effects on methylation kinetics

Transcription factor binding coincides with reduced DNA methylation levels observed at regulatory regions, such as enhancers and CpG islands^5^. To ask how methylation turnover relates to TF presence, we used DNAseI accessibility as a surrogate for TF binding. This revealed that de novo methylation globally decreases with increased accessibility, while both active and passive demethylation increase (Fig. 6a). This shift in rates readily explains the established low methylation levels at *cis*-acting sequences and supports a model where TF binding to regulatory regions reduces DNMT1 and DNMT3 activity, while increasing that of TETs.

**Fig. 6:**
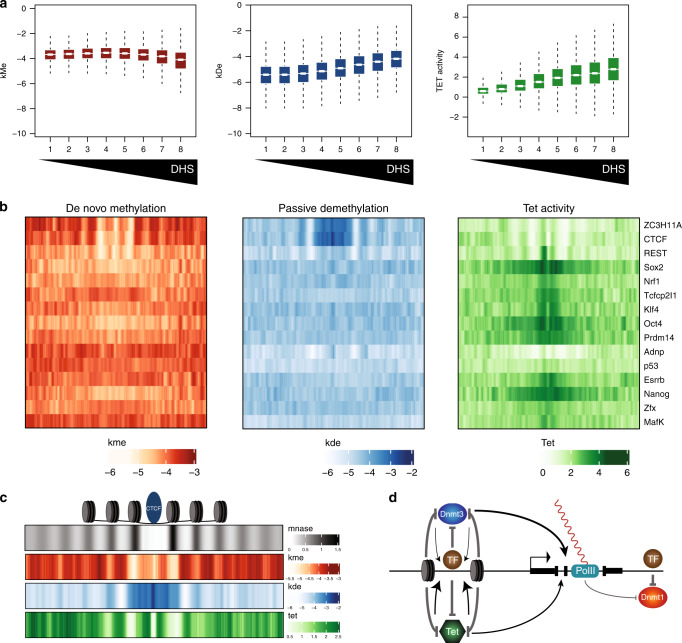
Transcription factor binding shows variable effects on methylation and demethylation activity. **a** Rates and TET activity as a function of distal DHS signal. The mouse genome was split into 500 bp bins, and reads tallied for all bins that were completely mappable. Bins were then selected as having a minimum distance of 10 kb from an annotated promoter, and split based on number of DHS reads overlapping these bins. DHS signal increases with increasing bin number, where it is apparent that while *k*_me_ (left) decreases with increasing accessibility, both *k*_de_ (middle) and TET activity (right) increase. Boxplot elements are as defined in Fig. 4d. **b** Rates and TET activity as a function of distance to bound TF motifs. ENCODE ChIP data for 15 TFs was quantified by counting reads surrounding motifs for each TF in a 201 bp window centered on the motif. Each row of the heatmap represents mean rates as a function of distance to the center of the motif for the respective factor. Sites represented here were selected as the top 900 enriched motif occurrences for each factor (see “Methods” for enrichment determination). **c** Nucleosome positioning, rate of de novo methylation, passive demethylation, and TET activity around bound CTCF sites, color as in **b**. MNase read counts were shifted by 75 bp to reflect position of the nucleosome dyad. **d** Model representing the effect of chromatin processes on methylation and demethylation rates. Presence of bound transcription factors can inhibit both processes, while transcription through gene bodies results in increased de novo methylation and passive demethylation. TET proteins in contrast tend to illicit the strongest effect on demethylation rates at accessible regions proximal to bound transcription factors.

To determine if this effect is transcription factor specific, we used publicly available genome-wide binding data for 15 TFs in mouse ESCs and visualized methylation turnover as a function of proximity to bound distal motifs (see “Methods” for ChIP data processing). For several factors, including CTCF, ZC3H11A, and REST, the general reduction in maintenance and de novo methylation was readily apparent surrounding bound sites (Fig. 6b). However, while de novo and maintenance methylation are generally reduced in the vicinity of binding for all factors, discrete patterns were much less apparent for the other 12 TFs. This heterogeneity is likely caused by co-occupancy, particularly in the case of pluripotency factors^64^. In contrast, the unique chromatin structure of both CTCF^65,66^ and REST^66^ bound sites may enhance rate signatures at bound regions (see below). Of note, TCFCP2I1 and ESRRB both show subtle patterns of an opposite effect, namely increased de novo and maintenance methylation rates at their motifs (Supplementary Fig. 6b, c). Importantly, this effect is present at sites of binding that are not hypersensitive to DNAseI digestion, suggesting that it is less likely a result of adjacent bound factors. In the case of ESRRB, increased de novo methylation at bound sites seems compatible with the observation that it can bind to methylated enhancers^67,68^.

Active demethylation on the other hand followed a more general consensus, namely highest levels of TET activity adjacent to bound sites (Fig. 6b, right). This was evident for all 15 transcription factors analyzed, with OCT4, SOX2, and NANOG revealing up to a 16-fold increase in demethylation rate as a function of TET activity. As the 15 TFs profiled represent members from distinct families, this might indicate that TET proteins are less likely to be specifically targeted through direct interaction, but rather through preferable binding to open chromatin. Indeed TET activity generally increases with increasing accessibility, as suggested by its contribution to the demethylation rate adjacent to bound motifs at distal sites (Fig. 6a right, Fig. 6c). We then reasoned that if these patterns result from TF presence, signal strength should increase as a function of binding. For several factors, including CTCF, ZH3H11A, OCT4, and NANOG, the patterning of rates became more striking with increased ChIP signal (Supplementary Fig. 6a). De novo methylation rates tend to decrease, passive demethylation increases, while active demethylation increases (OCT4 and NANOG) or becomes specifically localized adjacent to the TF in question or in linkers between nucleosomes.

We conclude that regulatory regions show a reduction in de novo and maintenance methylation, and increase in active demethylation as the most prominent pattern. While this is a function of TF binding, some factors reveal different trends suggesting TF-specific influence on these rates.

### Nucleosome occupancy contributes to local turnover

Having interrogated rates as a function of TF binding, we next asked how methylation turnover changes at highly positioned nucleosomes. In the case of the insulator protein CTCF, bound sites show reduced DNMT1 fidelity and DNMT3 activity compatible with a model of steric hindrance, where TF binding impedes both de novo and maintenance methylation activities (Fig. 6c). Importantly, the region of enhanced passive demethylation included not only the binding site itself, but extended ~250 bp on both sides of the binding site. We reasoned this may be due to highly positioned nucleosomes adjacent to the bound factor. Indeed, using a high-coverage MNase data set that we generated previously^69^, highly phased nucleosomes around CTCF sites closely overlap with the region of increased passive demethylation and decreased de novo methylation (Fig. 6c, Supplementary Fig. 6d). Indeed, this pattern includes nucleosomes bordering the binding site and extends until the linker between the first and second nucleosome is reached. These observations suggest that both CTCF binding and bordering nucleosomes reduce DNMT activity. Active demethylation, in contrast, is very low at the motif itself but increases directly adjacent to it and subsequently decreases over the bordering nucleosomes in a fashion similar to DNMT3. Also apparent is that both active demethylation and de novo methylation increase in linkers between nucleosomes and immediately adjacent to CTCF. Taken together, our findings suggest that both factor binding and positioned nucleosomes inhibit DNMT1 and DNMT3, while accessibility is a strong determinant for active demethylation (Fig. 6d). These activities, in turn, likely account for the complex and cell type-specific patterns of reduced methylation levels observed at regulatory regions.

## Discussion

Here, we established a theoretical and experimental framework to quantify local methylation and demethylation activity at single-CpG resolution throughout the genome of mouse ESCs. Studying methylation as a continuous process reveals that methylation levels do not predict methylation turnover, which can differ over two orders of magnitude. This finding was made possible by generating inducible deletions of both de novo methyltransferases in a cellular background, where we removed all three TET enzymes. Quantification of the methylation kinetics in this Penta-knockout over time at high coverage enabled us to infer actual rates of activity at individual CpGs. It revealed that de novo methylation, as well as passive and active demethylation activities are affected by local variations in chromatin, transcriptional activity, and TF binding, leading to complex rate patterns that readily explain steady-state methylation levels.

Our study builds on and extends previous conceptual and empirical attempts^34,37,38^ at quantifying methylation activity in different genomic contexts. However, our approach distinguishes itself in several aspects. First, fitting rate combinations using the dynamical model coupled to an error model as a framework to infer activity is, to our knowledge, the first of its kind. One major advantage of this modeling approach is that it allows us to resolve which rate combinations can be inferred in this system. While the inability to fit rates for CpGs at exceedingly low methylation levels is obvious, fitting rates for very highly methylated cytosines can also be problematic. Intermediately methylated CpGs with low rates are likewise difficult to infer, due in large part to the variance in methylation measurements for CpGs approaching 50% steady state. Second, we have determined rates with high confidence at just under 1 million CpGs across the genome enabling high resolution and comprehensive analysis of methylation kinetics.

The rate patterns for de novo methylation we observe are fully compatible with the described inhibition of DNMT3 by histone H3 methylated at lysine 4^70,71^. This could at least in part explain reduced activity of DNMT3 at active promoters and enhancers. Additionally, the increase in de novo methylation rates in highly transcribed gene bodies supports previous findings regarding DNMT3 affinity to H3K36 methylation^55,72^, a mark that occurs at transcribed genes and scales with transcription through association with elongating RNA polymerase^73,74^. This de novo activity is required to keep these sequences methylated as it coincides with reduced DNMT1 maintenance and increased TET activity, leading to elevated turnover that scales with transcription rate. Our observation that H3.3 signal scales in a similar manner link histone turnover with reduced DNMT1 fidelity and increased TET activity. Nevertheless, targeted gene body methylation is both ancient, spanning 900 million years of metazoan evolution^75,76^, and poorly understood. Several hypothesis have been put forth^77,78^, including gene silencing in plants^79^, suppression of spurious transcription start sites^56^, or a mere byproduct of transposon silencing^76^. While the function of gene body methylation remains mysterious, our observation of increased turnover of methylation in these regions coupled with conservation further argues for a functional role.

Methylation kinetics of highly methylated intergenic CpGs represent another intriguing case. At the global scale, CpGs in this context seem to underlie two regimes. First, CpGs distal from active regulatory elements reside in neighborhoods of increasing H3K9me2/3 and high fidelity of DNMT1. This is in agreement with the observation that the cofactor Uhrf1 recognizes this mark^80–83^, and is involved in maintenance activity of DNMT1^60,61^. The second regime represents CpGs increasingly closer to active regulatory elements, which show high turnover driven by both active and passive demethylation. It is tempting to speculate that these methylation dynamics create binding opportunities for methylation sensitive transcription factors^84–86^.

Time-course measurements in the presence and absence of TET proteins allowed us to distinguish between active and passive demethylation. One surprising result is the reduced fidelity of DNMT1 around distal regulatory regions (see below). Global demethylation had been initially observed in long-term cultures of DNMT3 knockout stem cell lines^28^. While this loss was attributed to DNMT1 infidelity, it is important to note that TETs were present in these cells, but had not been discovered at the time this study was published. Indeed, we show that TET proteins have a significant effect on demethylation rates at hundreds of thousands of CpGs scattered across the genome, and that TET activity has a stronger effect on the demethylation rate than DNMT1 infidelity. It is important to note that we cannot distinguish whether the effect of TET activity on demethylation rate is due to bona fide active demethylation (base excision), or incomplete maintenance of oxidized methyl groups^87^.

Complete loss of TET activity caused an almost unimodal increase in steady-state methylation, which is partially at odds with previous findings in TET mutants where hyper- and hypomethylated regions were more evenly represented^18,88^. While this discrepancy could in part be due to our enrichment of active regulatory elements, approximately half of the bait regions in our study do not overlap with DHS signal. Our observation of a nearly exclusive hypermethylation phenotype is in support of a role for this protein in increasing the demethylation rate, as we have assigned in our model. While the effect of reduced methylation by TET enzymes on gene regulation is not completely understood, TET function has been implicated in activation of differentiation specific genes^18^. Our observation that TET activity is generally enhanced at bound TF sites raises the intriguing possibility that the permissive chromatin environment afforded by TF binding can help to create regions of local hypomethylation^89–92^. In turn, this local hypomethylation could create an opportunity for the binding of additional TFs. Moreover, the scaling of multiply oxidized bases with local chromatin accessibility has been previously documented^93^, and thus we speculate that TET activity is less likely caused by specific recruitment but rather accessibility caused by factor binding. While we cannot rule out the possibility of recruitment as has been documented for selected factors^94–97^, our data are more in support of the simple scenario where TET proteins have higher activity at accessible regions. Our data further argue that TF binding inhibits both DNMT3 and DNMT1 activity, producing unmethylated cytosines that can be recognized by the CXXC domains of TET proteins. Local recruitment of TET proteins could then serve to increase TET activity on neighboring methylated cytosines. In the case of TET1 and TET3, this interaction can be facilitated directly by their CXXC domains^98–100^, and in the case of TET2 possibly through its interaction with IDAX^101^. The preference for TET activity at accessible sites is further supported by our observation of increased activity in linker regions of positioned nucleosomes, with decreasing activity over the nucleosome itself.

Indeed, using ChIP-Seq data from 15 transcription factors, we find that maximum TET activity is localized in the immediate vicinity of transcription factor bound sites, where higher accessibility is expected. This seems to be partially independent of steady-state methylation levels, as high turnover is also prevalent at CpGs with high steady-state methylation levels nearby and flanking DHS sites. We interpret this to be the net result of increased DNMT1 infidelity, de novo methylation rate, and TET activity. The net result is a CpG site with higher methylation levels and elevated turnover, and these CpGs tend to occupy the borders of regulatory elements.

CpGs located at active regulatory regions reveal highly variable kinetics. One of the most striking is the elevated maintenance error coupled with the more variable rate of de novo activity. Both these observations fit a model whereby steric hindrance results in reduced methylation (Fig. 6d). Indeed, it has been shown that active regulatory elements reveal slower kinetics of remethylation after passage of the replication fork^102^. These results are compatible with a model, where many DNA binding factors rebind their consensus motifs quickly after replication and in turn interfere with the maintenance methylation reaction.

Similarly, factor occupancy in other phases of the cell cycle could inhibit de novo methylation activity. Reduction in de novo activity and maintenance fidelity increase with local accessibility, and taken together contribute to low steady-state methylation levels observed at regulatory regions. This scenario creates ample molecular opportunities for TFs to create a region of reduced methylation as we have shown previously for REST^5^, which could enable binding of DNA methylation sensitive TFs, such as Nrf1 ^103^. Surprisingly, although several of the 15 tested TFs seem to cause reduced methylation, there are notable exceptions. For example, ESRRB and TCFCP2l1 sites show a slightly different pattern of rates at distal bound sites with low DHS signal, namely an increase in both de novo and maintenance activity. Both factors are specific to ESCs and may serve as early binding proteins in the hierarchy of pluripotency factor enhancer binding^67^.

Taken together our combination of theoretical and experimental work reveals a significant layer of information previously unresolved by methylome profiling. It exposes this part of the epigenome as a highly dynamic entity within particular genomic contexts.

## Methods

### Cell line generation

ESC lines conditionally deficient for Dnmt3a and Dnmt3b were derived by outgrowth of blastocyst embryos obtained by crossing mice doubly homozygous for floxed alleles of Dnmt3a and Dnmt3b^46^. The mouse strain was maintained on a C57BL6/J background. Mice were genotyped by PCR and ESCs derived from a homozygous clone. The Dnmt3a/3b flox/flox line was passaged on feeder cells. TET TKO cells were generated from this line using a previously described protocol^44^. In short, guides directed at the catalytic exons of the TET enzymes were cloned into the pX330 vector and all three were cotransfected into the Dnmt3a/3b flox/flox cell line. DNA was extracted from individually picked clones and PCR product amplified overlapping the CRISPR cut site. The PCR fragment from clones was then treated with a restriction enzyme whose recognition sequence is close to the cut site, thus undigested fragments would represent mutated alleles. Alleles were sequenced from one clone displaying likely mutations in all six alleles (Supplementary Fig. 1).

### Slot blot

Slot blotting of putative TTKO clones was carried out following an established protocol^104^, using an antibody against 5hmC (#39769, Active Motif) and 5mC (BI-MECY-1000, Eurogentec). Genomic DNA was denatured with 4 N NaOH and the solution was neutralized by addition of an equal volume of 2.5 M ice-cold NH_4_Ac. The single-stranded DNA was spotted on a TE-soaked nylon membrane and then baked at 80 °C for 30 min and UV cross-linked.

### Cre transduction

ESCs were cultured on feeders^105^ and passaged at least once on feeders prior to trypsinization for Cre protein transduction. For transduction^106^, ESCs were trypsinized, resuspended in PBS and quantified. Approximately 2.5 × 10^5^ cells were transferred into fresh falcon tubes, spun down, and resuspended in 500 μl of filtered serum-free medium containing either 1 μM Cre protein or an equivalent volume of Cre dialysis buffer (2 M NaCl, 50 mM HEPES pH7.4, 1 mM DTT, 1 mM EDTA, and 5% Glycerol). The cells were then plated in 24-well plates precoated with feeders (2–48 h in advance) and prewashed twice with PBS. After 16 h, cells were washed twice with PBS and coated with FCS-based ES medium^105^. ESCs were transferred to gelatin-coated feeder-free six-well plates 24 h and to 10 cm plates 72 h after transduction. Pellets were collected from trypsinized cells at indicated time points and culturing was continued until 29 days post transduction in a feeder-free environment. All ESCs used for Cre transduction experiments were cultured for at least ten passages prior to Cre transduction.

### DNA extraction

Genomic DNA was extracted by resuspending cells in 1% SDS with 50 µg proteinase K and incubation at 55° for 5 h. The cell lysate was then mixed at a 1:1 ratio with a mix of phenol:chloroform, spun at max speed for 5 min, and the upper aqueous layer was retained. A second phenol:chloroform extraction was performed, and subsequently chloroform was added at a 1:1 ratio, mixed, and spun for 5 min at RT at 12,000 × *g*. The upper phase was retained and DNA precipitated by adjusting the aqueous phase to 300 mM NaOAc and >70% ethanol followed by centrifugation at 12,000 × *g* at 4 °C. The DNA pellet was washed with 70% ethanol, dried, and resuspended in 10 mM Tris pH 8.0. DNA was treated with 50 µg/ml RNase and precipitated using 300 mM NaOAc and >70% ethanol as above.

### TaqMan genotyping

Primers and probes were designed complementary to sequences between the loxP sites for Dnmt3a and Dnmt3b (see Supplementary Fig. 1 for sequences). For the reaction, 30 ng of genomic DNA, 900 nM of primers, and 0.25 nM of probe were mixed with 1× TaqMan Universal PCR master mix in a total volume of 25 µl. Cycling conditions were an original incubation of 2 min at 50° followed by 10 min at 95°, and then 40 cycles of 15 s at 95° and extension for 1 min at 60°. Primers and a probe were designed for *Gapdh* to use for normalization, and relative allele frequency was calculated using a previously described method^107^. For comparative purposes, DNA from *Dnmt3a*/*Dnmt3b* knockout cells was mixed with wild-type ESC DNA at ratios of 100:0, 30:0, and 0:100, respectively.

### Western blot

Whole cell lysate was extracted by resuspending ~1 × 10^6^ cells in 100 µl RIPA buffer (50 mM Tris pH 8.0, 150 mM NaCl, 1% NP-40, 0.5% sodium deoxycholate, and 0.1% SDS) followed by incubation for 30 min at 4 °C. Samples were then sonicated for six cycles of 30 s on, 30 min off on the Diagenode Bioruptor and subsequently spun for 20 min at 10,000 × *g* while cooled to 4 °C. The supernatant was retained, diluted 50× and quantified using the Micro BCA Protein Assay Kit from Pierce. Approximately 20 µg of protein was separated using a Thermo Fisher NuPage 3–8% tris-acetate gel and transferred onto an activated PVDF membrane. The membrane was blocked for 1 h at room temperature in 5% milk resuspended in TBST (10 mM Tris, 1.5 M NaCl, and 1% Tween-20). Antibodies for DNMT3A (Novus 64B1446, 1:1000), DNMT3B (Imgenex IMG-184A, 1:1000), DNMT1 (AbCam ab188453), UHRF1 (MBL D289-3), or LAMIN B1 (AbCam ab16048, 1:10,000) were diluted in 5% milk in TBST and incubated on the membrane overnight at 4 °C with rotation. Membranes were washed four times for 4 min in TBST, and incubated with HRP-conjugated secondary antibodies (GE RPN4201V for DNMT3A and DNMT3B, GE NA934V for LAMIN B1 and DNMT1, Sigma AP136P for UHRF1, 1:10,000 dilution for all) for 1 h at RT. Membranes were washed four times for 4 min in TBST, incubated for 2 min with Advansta WesternBright Sirius chemiluminescent substrate and acquired on the GE Amersham Imager 680. All signals in Supplementary Fig. 1f are from the same membrane. The membrane was stripped after each individual blot by incubating the membrane for 15 min in Thermo Scientific Restore Western Stripping Buffer (#21059), washed three times for 4 min in TBST followed by blocking and incubation of primary antibodies as described above.

### Amplicon bisulfite sequencing

Approximately 2 µg of extracted genomic DNA from days 0, 4, 8, 10, 13, 17, and 29 were first mixed with 3.2 pg of both unmethylated Lambda bacteriophage and in vitro methylated T7 bacteriophage DNA. Addition of the bacteriophage DNA was used to control for bisulfite conversion efficiency. Samples were then bisulfite converted using the EpiTect kit from Qiagen per the manufacturer’s instructions. Primers designed to amplify UMRs, LMR, and FMR regions (88 in total, Supplementary Table 1, see GEO submission) were distributed in 96-well plates and amplification was carried out using Amplitaq gold and the following thermocycler settings (all temperatures are in Celsius and all incubation times are 30 s unless specified): 1 cycle of 95° for 9 min, 20 cycles of touchdown with 95° melt, 55°–51° annealing, and extension at 72°, followed by 36 cycles of 95° melt, 51° annealing, and 72° extension.

The amplicon reactions were then mixed, run out on an agarose gel, and DNA extracted. Libraries were then constructed using the NEBNext ChIP-seq Library Prep kit (#E6240) as per the manufacturer’s instructions, indexed, pooled, and sequenced using the Illumina MiSeq platform in 250 bp paired-end mode. The last 100 base pairs were trimmed due to reduced sequencing quality, and aligned to the mm9 build using Rbowtie in the QuasR package and the following parameters: genome = “BSgenome.Mmusculus.UCSC.mm9”, paired = “fr”, and bisulfite = “undir”.

### SureSelect sequencing

SureSelect enrichment and subsequent sequencing of bisulfite DNA was carried out as per the manufacturer’s instructions. Briefly, genomic DNA isolated from the time points above was sonicated down to 150–200 base pairs in size using a Covaris S220, followed by library construction. The libraries were then hybridized to probes (Mouse Methyl-Seq XT, 931052), bound to streptavidin beads, washed, and bisulfite converted using the EZ DNA methylation Gold kit from Zymo (D5005). Bisulfite-converted DNA libraries were then amplified and indexed, pooled and sequenced in 51 bp paired-end mode using the Illumina HiSeq platform. Sequenced reads were aligned to the mm9 build using Rbowtie in the QuasR environment with the following parameters: genome = “BSgenome.Mmusculus.UCSC.mm9”, bisulfite = “dir”, aligner = “Rbowtie”, and paired = ‘fr’. Methylation levels were determined using the qMeth function from the QuasR package.

### Amplicon and SureSelect bisulfite data processing

Methylation levels for CpGs in amplicons was determined using the AmpliconViews function from the R package AmpliconBiSeq^108^ with the parameters ‘conv = 80’ and exp.var = ‘90’. A minimum of 100× coverage was required for all methylation calls. If coverage did not reach this threshold for any time point, the respective methylation level was set to NA. We further removed all CpGs with NA at day 0 or with more than one NA during the time course across all replicates. In addition, we filtered out one amplicon (chr7:149767665-149767784) containing nine CpGs due to high variability in methylation calls. 

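The region spans 120 bases on chromosome 7 of mm9, from 149767665 to 149767784, and the reference sequence has 9 CpG cytosines in it. It lies outside the annotated genes, 3617 bases from H19, and the nearest protein-coding gene, Mrpl23, is 41013 bases away. The deposited list of amplified regions names the amplicon around it a differentially methylated region, or DMR. Its CpGs are in neither deposited amplicon table, and the capture table holds 0 CpGs in this interval, so its methylation cannot be computed from the deposited values.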

From a total of 588 CpGs initially quantified, this filtering procedure resulted in 405 CpGs. For SureSelect, a minimum of 50× coverage in all time points and replicates was used to filter CpGs for further analysis.

### A dynamical model for DNA methylation

To enable inference of methylation and demethylation rates from the time-course data, we conceived a dynamical model for DNA methylation. This model is framed in the context of a simple chemical reaction with two rates: unmethylated cytosines are converted to methylated cytosines at a de novo methylation rate (*k*_me_), while methylated cytosines are converted to unmethylated cytosines at a demethylation rate (*k*_de_). This system can be described by two differential equations (DGLs) and further simplified into a single DGL (Fig. 1a). To simulate the loss of DNMT3 over time, we modified the DGL to gradually reduce the *k*_me_ over the course of the experiment through an exponential dampening factor exp(−*k*_E_). We set *k*_E_ to a value of 0.5 considering various aspects of the experimental system. More specifically, we first assumed that the loss of methylation maintenance is considerably greater than de novo methylation. On a conceptual level, methylation levels will decrease 50% every cell cycle if maintenance is completely disrupted. Given a doubling time of 16 h, this would correspond to a rate of log(2)/(16/24) = 1.04. Because both loss of RNA and protein is not instantaneous, we set the value of *k*_E_ to 0.5.

As complete loss of maintenance is probably the most extreme case, the rates under investigation in this study are expected to be substantially <1.04. Nevertheless, to include more extreme cases we still considered rates of up to two and discretized *k*_de_ and *k*_me_ at steps of 10%, covering a dynamic range of three orders of magnitude across 80 steps. This resulted in a total of 6400 parameter combinations for *k*_de_ and *k*_me_. We next used a brute force approach to solve the DGL numerically for all possible parameter combinations using the R package deSolve^109^. Initial conditions were set such that the methylation levels at time = 0 were equivalent to the respective steady-state levels given the rates of methylation and demethylation (*M*_eq_ = *k*_me_ /(*k*_de_ + *k*_me_)).

Having generated the 6400 methylation traces, we added two types of errors to take into account further aspects of the system not covered by the DGL. For example, our genotyping data for DNMT3 loss showed that the genetic excision was not complete, retaining on average 8% of functional DNMT3 alleles. We simulated incomplete excision by mixing 8% of the methylation levels observed at day 0 with 92% of the simulated time course. Finally, we also considered bisulfite conversion and sequencing errors by assuming 99.75% efficiency and injected those effects into the simulated methylation traces using the formula *y* = (1 − 0.0025 − 0.0025) × *x* + 0.0025. In summary, for all 6400 parameter combinations, this procedure produced 6400 methylation traces that we compared to real time-course data in order to infer rates of methylation and demethylation.

### Inference of amplicon methylation/demethylation rates

To infer methylation/demethylation rates as well as confidence values for those rates, we coupled the dynamical DNA methylation model (which mimics the loss of DNMT3a/b over time) to a statistical error model. We chose to use a reparameterized beta-binomial error model that was successfully applied to bisulfite data in the past^110^. In contrast to the binomial distribution B(*n*,*p*) that is governed by the two parameters n (number of trails) and *p* (success probability), the beta-binomial distribution BB(*n*,*p*,**γ**) has one additional parameter **γ** to account for over-dispersion. Over-dispersion is critical in the case of the amplicon data due to an average of 4000× coverage per CpG. Given this depth of coverage, the theoretical error predicted by the binomial distribution would be much smaller than the actual error observed between replicate experiments. 

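Over the 26 amplicon conditions, the variance between the 3 replicates was a median of 37.1 times the binomial variance at the CpG's coverage, and the medians of single conditions ranged from 13.5 to 246. In TTKO cells at day 0 the excess grew with coverage. In the quartile of lowest coverage (101 CpGs, mean coverage 1066 reads) the median SD between replicates was 2.72 percentage points and the binomial SD 1.23. In the quartile of highest coverage (102 CpGs, mean coverage 13914 reads) the median SD was 1.27 points and the binomial SD 0.222. Restricting it to mean levels of 10 to 90% moved the median ratio to 40.7.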

We determined biological variation by calculating the standard deviations of methylation levels observed in replicate experiments (at day 0) as a function of read coverage. Additionally, we stratified the data by mean methylation level because noise in bisulfite data is also a function of the mean. This showed that the beta-binomial distribution performed well in capturing the error observed in the amplicon bisulfite data (Supplementary Fig. 2c). 

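The over-dispersion was swept in steps of 0.0005 over the SDs of the day 0 replicates. The sum of squared errors was smallest at 0.0065 for the 405 CpGs in TTKO cells and at 0.006 in wild-type cells. The fits of amplicon rates here use the paper's 0.0055.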

To determine the optimal value for **γ**, we performed a parameter sweep, calculating the sum of squared errors to the actual data and selecting the minimum (**γ** = 0.0055; Supplementary Fig. 2b). Coupling this error model to the dynamical model for DNA methylation allowed us to use a statistical framework to obtain uncertainties for the inferred parameters. For a given combination of the two parameters *k*_de_ and *k*_me_, we calculated the probability of the data given the parameters *p*(data|parameters) using the respective simulated trace to set the parameter *p* in the beta-binomial distribution and the read coverage to set the parameter *n*. To obtain a single probability for a given CpG across the time course we multiplied all probabilities obtained at 0, 4, 8, 10, 13, 17, and 29 days. Each biological replicate was fit separately in this manner. Having performed this calculation for all possible parameter combinations, we then used Bayes’ theorem to calculate the probability of the parameters given the data *p*(parameters|data) assuming a uniform prior. We did so by renormalizing the probabilities obtained from the calculation of *p*(data|parameters) to a total of 1. As optimal parameters for *k*_de_ and *k*_me_, we used the maximum likelihood solution that we extracted from *p*(parameters|data). To determine credible intervals for *k*_de_ and *k*_me_, we first calculated the respective marginal probability density functions *p*(*k*_de_|data) and *p*(*k*_me_|data) and then determined the range that covered 95% of the area under the curve. Replicates were combined by calculating the median for all rates as well as the standard errors for the credible intervals (ci = sqrt(ci_1_^2^ + ci_2_^2^ + ci_3_^2^)/3). We additionally used our inference procedure to identify CpGs for which rates could not be determined. This occurred when the probability density functions *p*(*k*_de_|data) or *p*(*k*_m_|data) showed substantial above zero densities at the borders of our parameter space, indicating that the optimal parameters lied outside of our parameter space. We thus considered CpGs identifiable only if they showed <0.08 probability at any border for all the replicates.

### Comparison of wild-type and TTKO rates

To determine if de novo methylation and passive demethylation rates are affected by TET activity, we conducted time-course experiments and amplicon bisulfite sequencing using the parental line with TET1/2/3 activity. This assay was otherwise identical to that performed in the TTKO line using amplicon bisulfite sequencing. While inspecting the methylation traces over the time course, we noticed a subtle difference between wild-type and TTKO lines in the mock treatment. While methylation measurements in the TTKO mock time course remained stable, there was a slight increase in methylation between days 4 and 8 measured in the wild-type mock treatment (Supplementary Fig. 4d). This effect was also present in Cre-treated samples, suggesting a secondary effect of the transduction protocol independent of Cre activity.

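Over the 278 CpGs with a level in every wild-type sample, mean methylation was 28.3% ± 0.460 at day 0, 38.6% ± 2.56 in the mock at day 4 and 38.8% ± 1.27 at day 8 (SD, n = 3 each). It then fell to 35.1% ± 0.202 at day 10, 32.2% ± 0.348 at day 13, 30.7% ± 0.869 at day 17 and 30.4% ± 0.461 at day 29 (SD, n = 3 each). Days 8 and 4 differed by 0.192 percentage points (two-sided exact permutation test, p = 1, smallest p allowed 0.1). Of 381 CpGs tested between mock days 8 and 4, 0 differed (quasi-binomial test, adjusted p threshold 0.05) and 39 passed an unadjusted threshold of 0.05. Without day 4 replicate 3, 3 CpGs of 395 were lower at day 8. Between mock day 8 and day 0, 253 CpGs were higher and 9 lower of 405. Between day 4 and day 0, 17 of 381 were higher and 144 passed the unadjusted threshold, and with the replicate number as a block the count was 0, with 130 at the unadjusted threshold. In TTKO cells 0 of 399 CpGs differed between mock day 4 and day 0 (52 at the unadjusted threshold), 2 of 397 between day 8 and day 0 and 0 of 391 between day 29 and day 0 (67 at the unadjusted threshold). The comparisons with day 0 were chosen after the mock levels were seen. In the Cre-treated wild-type cells the mean was 33.4% ± 0.991 at day 4, 29.3% ± 0.959 at day 8 and 15.9% ± 0.191 at day 29 (SD, n = 3 each).

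**Figure D5:**
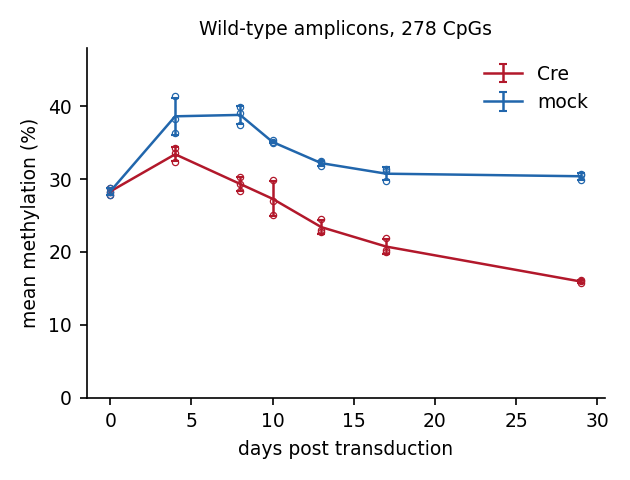
Mean methylation (%) of 278 amplicon CpGs in wild-type cells against days after transduction, for Cre-treated and mock-treated cells, both starting from the non-transduced cells at day 0. Circles are the 3 replicates and lines with bars are their mean and SD; the mock-treated cells go from 28.3% at day 0 to 38.6% at day 4 and 30.4% at day 29.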

To systematically account for this, we normalized the Cre-treated time-course measurements to the corresponding mock-treated samples. This was done through creating a baseline for each CpG in the Cre-treated samples. These baselines were established by first binning CpGs at day 0 in increments of 10% (ten bins total) and calculating the average methylation level at each time point within the bin. The binning allows for more a more robust baseline estimation because we are averaging many CpGs around a similar steady state. We then divided each point in the baseline by the measurement at day 0 for the respective bin. These correction factors were used on the corresponding Cre-treated samples by multiplying every value in the time course by the respective baseline adjusted value. Applying this correction resulted in traces closely resembling the dynamics seen in the TTKO amplicon time course (compare Supplementary Fig. 4d and Fig. 1f). After normalizing the Cre-treated samples, we inferred the *k*_de_ for the wild-type time course *k*_de_^WT^ in an identical manner to that described for the TTKO amplicon time course.

If TET activity does not effect de novo methylation and passive demethylation rates, we should be able to predict the demethylation rate in wild type using only steady-state measurements in both cell lines. Our model explicitly describes the relationship between demethylation rate and steady-state levels, and this relationship is mathematically derived in Supplementary Fig. 4c. Using this equation, we estimated the demethylation rate in wild type, namely *k*_de_^WT^^, for 405 CpGs using only steady-state methylation levels in the two genetic backgrounds. We then compared *k*_de_^WT^^ to rates inferred using the whole time course *k*_de_^WT^, as described above (Supplementary Fig. 4e). For the 155 CpGs, whereby we could estimate and infer demethylation rate robustly, our estimates accurately recapitulate methylation dynamics in the wild-type setting and these predictions are significantly more accurate than comparing *k*_de_^WT^ and *k*_de_^TTKO^ directly (Supplementary Fig. 2f).

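For the 215 CpGs identified in both lines, the TTKO *k*_de_ itself correlated with the wild-type *k*_de_ with r = 0.679. The root mean square difference in log2 *k*_de_ was 1.48 for the prediction and 1.72 for the TTKO value. The fitted wild-type value was lower than the predicted one, by a median log2 difference of -0.76. With the Cre levels multiplied by the mock baseline, the order of the root mean square differences reversed. They were 1.87 for the prediction and 1.30 for the TTKO value over 165 CpGs, in a setting chosen after seeing the data. Over the 155 CpGs with low noise rates in both lines r was 0.868 for the prediction and 0.680 for the TTKO value, with root mean square differences of 1.27 and 1.59. In the authors' deposited table the TTKO and wild-type values correlate with r = 0.671. The paper concludes that its estimates recapitulate the dynamics in wild-type cells, and that they are more accurate than the TTKO value itself.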

To rule out the possibility that our estimations are a result of the mock normalization procedure described above, we inferred rates in the wild-type time course in the absence of normalization. Importantly, our rate predictions were unaffected by this normalization procedure, highlighting the robustness of our model and rate inference strategy (Supplementary Fig. 2e–h).

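Without normalization, rates were identified in both lines at 232 CpGs. Predicted and fitted log2 *k*_de_ correlated with r = 0.772 (Spearman's rho 0.720), a change smaller than the spread between single wild-type replicates. The TTKO value correlated with r = 0.659. The root mean square difference in log2 *k*_de_ was 1.63 for the prediction and 1.52 for the TTKO value, and the fitted value was lower than the predicted one by a median log2 difference of -0.97.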

### Inference of SureSelect methylation/demethylation rates

Methylation and demethylation rates were inferred the same way as for the amplicon bisulfite data using a binomial distribution for the error model instead of a beta-binomial. Due to the lower coverage of the SureSelect data, the beta-binomial was not necessary. A simple binomial error model performed well in capturing the variability observed between replicate experiments (Supplementary Fig. 3b).

### Calculation of the identifiable landscape

To determine the identifiable parameter space, we performed parameter inference on the 6400 simulated methylation traces for which *k*_de_ and *k*_me_ are known. Using our inference procedure described above, we then asked to what degree all parameters can be recovered. In the beta-binomial error model, we set *n* to the median coverage observed in the amplicon data (*n* = 3997). By calculating credible intervals for all parameter combinations, we were able to visualize the identifiable landscape. Because our experiments consisted of three biological replicates, we calculated standard errors of the credible intervals with *n* = 3 before plotting the heatmap. We identified parameter combinations that could not be determined as stated above considering a maximum of 0.05 probability at the border of the probability density functions for *p*(*k*_de_|data) and *p*(*k*_me_|data).

### ChIP-seq data processing

The following published ChIP datasets were used in this study (GEO accessions): ADNP (GSM2582357), CTCF (ref. ^5^; GSM747535); KLF4, SOX2, NANOG, and OCT4 (ref. ^111^; GSM2417188, GSM2417144, GSM2417143, GSM2417187, and GSM2417142); NRF1 (ref. ^103^; GSM1891642); p53 (ref. ^112^; GSM647224); PRDM14 (ref. ^113^; GSM623989), REST (ref. ^114^; GSM671095); TCFCP2I1, ESRRB, and ZFX (ref. ^64^; GSM288350, GSM288355, and GSM288352); and MAFK and ZC3H11A (ref. ^115^; GSM1003809, GSM1003810).

Datasets were downloaded from GEO using the SRAdb R package^116^ and aligned to the mm10 assembly of the mouse genome using Bowtie^117^ within the QuasR^118^ package. Bowtie was run using QuasR default parameters, returning only unique alignments. For each sample, the average fragment length was inferred directly from the data. This was done by determining the most frequent distance between the 5′ end of plus and minus strand reads on chromosome 1 with a distance interval spanning (read length +20) up to 500 bp. The lower limit of this interval was set significantly larger than the read length due to a second peak in the distance histogram at the exact read length in some samples, likely caused by a mapping artifact. The distance between pairs of reads with identical 5′ positions were counted only once to reduce potential amplification biases. All read counting in given genomic regions was done using the QuasR function *qCount*, whereby reads were shifted by half the estimated average fragment length determined above. For all replicates across TF datasets, peaks were identified using MACS2^119^ under default parameters and with corresponding control samples as a background. Resulting peaks were then filtered requiring at least 80% mappability. Here, we define mappability as the fraction of all possible 25mers in a given region that are uniquely mappable using the alignment parameters above. Because the percentage of mappable bases in the genome changes in a minor way when increasing the read length under the given alignment parameters (74.9% for 25mers, 80% for 36mers, and 83.3% for 50mers, while 51 is the longest read length in the dataset), we do not believe that this choice of read length to define mappability has a significant effect on the presented results. The library-size normalized counts were determined as:

*ns*_IP_ = min(*N*_IP,_ *N*_control_) × (*n*_IP_/*N*_IP_) and *ns*_control_ = min(*N*_IP,_ *N*_control_) × (*n*_control_/*N*_control_)

Where *n*_IP_ and *n*_control_ are the raw counts per peak, and *N*_IP_ and *N*_control_ are the total number of reads mapping to the genome in the IP and control sample, respectively. Thus counts were in each case scaled down to the smaller library size. For each dataset, enrichment over input in peaks was defined as log2(*ns*_IP_ + 8) − log2(*ns*_control_ + 8), using a pseudo-count of 8 to decrease noise levels in case of low read counts. Only peaks with a log2 enrichment of at least 1 were retained for further analysis. The 500 top-enriched peaks (or all peaks if there were fewer than 500 peaks) were used for de novo motif finding using HOMER^120^. HOMER was run using the function *findMotifsGenome.pl* using six different motif lengths (6, 10, 14, 18, and 22) and 200nt long sequences centered on each peak as input. For each dataset, the top-enriched motif was retained. The start or end positions of weight matrices were trimmed in cases where at least four consecutive positions had very low information content. The resulting weight matrices were compared to entries for the corresponding factors in either the HOMER database, the Jaspar database^121^ the Encode factor book (for the datasets from Mouse ENCODE, www.factorbook.org) or the original publications to confirm similarity to the previously inferred weight matrices for each corresponding factor. In cases where replicate ChIP experiments produced matrices in the opposite orientation, matrices were reverse complemented so they all had the same orientation. Each inferred weight matrix was then used to scan the genome using the matchPWM function from Biostrings R package^122^. Matching sequences were determined by requiring a log2(odds) score of at least 10 (in log2 scale) over a uniform background. In cases where two (or multiple) matches overlapped (ignoring their strands), only the match with the highest log(odds) score was retained. This is frequently the case for palindromic or nearly palindromic weight matrices, which often generate a match to both strands. Finally, for each dataset, log2 enrichments at the predicted sites were calculated by counting reads in a 201 bp window centered at the midpoint of each motif. In cases of multiple replicates for a given TF, we selected the replicate with the largest number of enriched motif-centered regions (which corresponds to the GEO accession above), after ensuring that all replicates showed similar patterns.

### Replication timing data

Data for replication timing in murine ESCs was downloaded in processed form from the ENCODE consortium^115^. The specific accessions used in this work are ENCFF001JUP and ENCFF001JUQ.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

## Data Availability

Raw and processed sequencing data has been deposited in the Gene Expression Omnibus (GEO) database under the accession number GSE129470. All publicly available data sets used are referenced in the relevant methods section. All other relevant data supporting the key findings of this study are available within the article and its Supplementary Information files or from the corresponding author upon reasonable request. The source data underlying Fig. 3b and Supplementary Fig. 1e–h are provided as a Source data file. A reporting summary for this article is available as a Supplementary Information file.

## Source data

Source Data

# Supplementary material for: A genome-scale map of DNA methylation turnover identifies site-specific dependencies of DNMT and TET activity
**Source:** Nat Commun. 2020 May 29;11:2680. doi: 10.1038/s41467-020-16354-x
**Supplement:** Supplementary file 3 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- | n/a                      | Confirmed                                                                                                                                                                                                                                                                                      |
|--------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/> | <input checked="" type="checkbox"/> The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                   |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | All publicly available data used in the study is referenced by accession number or the applicable manuscript directly.                                                                                                                                                                                                            |
| Data analysis   | All R packages used in the analysis and presentation of data are publicly available and referenced in the methods section. Functions relevant to each analysis are referenced in the methods with non-default parameters noted. Scripts used in generating individual figures as well as rate fitting are available upon request. |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

Raw and processed sequencing data has been deposited in the Gene Expression Omnibus (GEO) database under the accession number GSE129470. All publicly available data sets used are referenced in the relevant methods section.

GEO link: <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE129470>

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                               |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No sample-size calculation was performed. Experiments were performed in triplicate to assess reproducibility of measurements. |
| Data exclusions | No data were excluded from the analyses.                                                                                      |
| Replication     | Time course measurements were performed in triplicate to assure reproducibility                                               |
| Randomization   | No randomization was performed                                                                                                |
| Blinding        | Not applicable                                                                                                                |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

|                                     |                                                           |
|-------------------------------------|-----------------------------------------------------------|
| n/a                                 | Involved in the study                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies            |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                    |

### Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                     |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | Slot blotting was carried out using an antibody against 5hmC (#39769, Active Motif) and 5mC (BI-MECY-1000, Eurogentec). Western blot antibodies used are DNMT3A (Novus 64B1446), DNMT3B (Imgenex IMG-184A), DNMT1 (AbCam ab188453), UHRF1 (MBL D289-3) and LAMINB1 (AbCam ab16048). |
| Validation      | Antibodies were validated by mixing genomic DNA from unperturbed cell lines with discrete amounts of DNA from a published mouse stem cell line devoid of DNA methylation (see Supplementary Figure 1b). DNMT3 and DNMT1 antibodies were tested in a knockout background.            |

## Eukaryotic cell lines

Policy information about [cell lines](#)

|                                                                   |                                                                                                                                                                                                                                                                           |
|-------------------------------------------------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                               | ES cell lines conditionally deficient for Dnmt3a and Dnmt3b were derived by outgrowth of blastocyst embryos obtained by crossing mice doubly homozygous for floxed alleles of Dnmt3a and Dnmt3b (reference 50). The mouse strain was maintained on a C57BL6/J background. |
| Authentication                                                    | Mice were genotyped by PCR and ESCs derived from a homozygous clone. Conditional deletion of Dnmt3 alleles was carried out using TaqMan PCR as outlined in methods.                                                                                                       |
| Mycoplasma contamination                                          | Cell lines used in this study tested negative for mycoplasma contamination                                                                                                                                                                                                |
| Commonly misidentified lines (See <a href="#">ICLAC</a> register) | Name any commonly misidentified cell lines used in the study and provide a rationale for their use.                                                                                                                                                                       |

How the deposited data were processed for this re-analysis (not part of the article)

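The re-analysis used 102 samples of mouse embryonic stem cells, 78 measured by amplicon bisulfite sequencing and 24 by SureSelect capture followed by bisulfite sequencing. TTKO cells lack the TET proteins and carry Dnmt3 alleles that Cre removes, and wild-type cells are the parental line with TET proteins. In each line the amplicon samples are 3 non-transduced replicates at day 0 and 3 replicates each of Cre-treated and mock-treated cells at days 4, 8, 10, 13, 17 and 29. The SureSelect samples are 3 replicates of TTKO cells at each of the 7 time points and 3 replicates of wild-type cells at day 0. Conditions, time points and replicates were taken from the sample labels, which name no sequencing or library batch.

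The authors aligned the reads to mm9 with Rbowtie in QuasR, called amplicon levels with AmpliconBiSeq and SureSelect levels with qMeth, and deposited tables of coverage and methylation level per CpG, without normalization. Coverage is the count of reads on a CpG, as the authors deposited it after alignment and coverage filtering. Amplicon levels are the fraction of these reads that the authors called methylated. The amplicon tables hold 405 CpGs, with levels per replicate and no level where the coverage was under 100 reads, which left out 109 levels in TTKO cells and 143 in wild-type cells. The SureSelect table holds 2177608 CpGs, with levels as percentages and a single column per time point in which the replicates are joined. The authors' inferred rates and TET activity are deposited as log2 values, which the authors computed with their grid inference as medians over replicates. These values and the authors' classes of inference confidence were used only where they are named as the authors'. The deposited reads themselves were not used here, so alignment, conversion filters and the joining of replicates were not repeated.

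Depth differed between the assays. Single amplicon samples had median coverages of 2556 to 8987 reads per CpG. The pooled SureSelect columns had median coverages of 152 reads at day 8 to 269 reads at day 17, and 1.34% of their values rest on more than 1000 reads. Amplicon reads are PCR products without molecular identifiers, and the replicates varied far more than their coverage alone would give, so precision between amplicon samples was taken from the replicates.

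Amplicon conditions were compared per CpG with a quasi-binomial logistic model in R 4.3.3 with limma 3.58.1, as two-sided tests with Benjamini-Hochberg adjustment and a threshold of 0.05. The change between time points was compared between lines with an interaction term of the same model. Mean levels were compared with two-sided exact permutation tests, for which 3 replicates against 3 give p = 0.1 at the least. Amplicon counts were simulated with replicate noise and 200 CpGs changed by a log2 odds ratio of 1. The model called 95 of the changed CpGs (47.5%), and 2.06% of its calls were false. For changes of that size, a count of such CpGs is therefore a lower limit. The median measured log2 odds ratio of Cre over mock at day 29 in TTKO cells was -1.91. The 47.5% therefore does not carry over to that count.

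The same model had been planned for SureSelect. With joined replicates it could not be fitted, and Fisher's exact test on pooled reads was used in its place, which takes no account of the variation between replicates. On 20000 simulated CpGs with no change and an over-dispersion of 0.0055 between replicates, this test called 42 CpGs (0.21%). Because no simulated CpG changed, the Benjamini-Hochberg adjustment was stricter there than in the data. In the data 59.5% of CpGs were called between TTKO days 29 and 0, and 45.6% between TTKO and wild-type cells. The 0.21% therefore does not carry over to these counts. The planned values per replicate, such as replicate variances and rates of single replicates, could not be computed for SureSelect.

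Rates were fitted with a program written for the purpose in C (gcc 11.4.0) and python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. It follows the paper's methods, with 80 rates per axis from 0.00107 to 2 per day, traces over days 0 to 29, a uniform prior and marginal credible ranges of 95%. The beta-binomial likelihood was used for amplicon replicates, whose rates were combined as medians, and the binomial likelihood for the pooled SureSelect columns. In 20000 simulated time courses with known rates at the SureSelect depth, 12538 CpGs were low noise, and for these the fitted and the true log2 rates correlated with r = 0.987 for *k*_de_ and r = 0.983 for *k*_me_. Before the fit, the wild-type Cre levels were divided by the mock baseline, where the paper's methods describe a multiplication. TET activity and the wild-type *k*_de_ were predicted from day 0 levels under the assumption that *k*_me_ is the same in both lines.

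For correlations, medians and folds of the SureSelect rates, 95% intervals were taken from leaving out each of 20 chromosomes in turn, and for medians of rates their reach to each side was not allowed under a step of the rate grid (0.14 on the log2 scale). They describe variation along the genome and not between replicates. CpGs were placed on the mm9 sequence (NCBIM37) and the GENCODE M1 annotation, with promoters defined as 1000 bases on each side of a transcription start.

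Single CpGs and regions were named by a rule set in advance. It took the regions that the paper gives by coordinates, the CpGs with the highest and lowest *k*_de_ at 48 to 52% methylation, the CpGs with the highest TET activity between 5% and 95% methylation, and the amplicon CpGs with the largest and the smallest relative loss among those with at least 50% at day 0. The part of the rule that asked for similar rates in every replicate could not be applied. The alternatives concerned the test, the coverage minimum, the likelihood, the loss of DNMT3 per day, the retained alleles, the border probability, the class limits and each replicate in turn. Chromatin states, transcription, DHS sites, TF binding and replication timing are not in the deposited tables of this study and were left out.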

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

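The comparisons of mock samples with day 0, the test of noise between replicates, the day 4 values at CpGs with equal levels in both lines, the reading of these CpGs for TET activity and the other splits of the samples were chosen only after the results they address were seen.

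The change in the mock from day 0 to day 4 differed between wild-type and TTKO cells at 23 of 381 amplicon CpGs (21 with a larger change in wild-type cells and 2 with a smaller one), by an interaction term of line and time in the quasi-binomial model with adjusted p under a threshold of 0.05. At an unadjusted threshold of 0.05 it differed at 107 CpGs. The change from day 0 to day 8 differed at 95 of 397 CpGs, all with a larger change in wild-type cells, and at 163 CpGs unadjusted. The median log2 ratio of odds ratios was 1.31 and 1.12. From day 4 to day 8 the change differed at 0 of 377 CpGs, with 42 unadjusted. Over 368 CpGs measured in all these samples of both lines, mean methylation in wild-type cells was 27.1% ± 0.434 at day 0, 37.7% ± 2.63 in the mock at day 4 and 37.5% ± 1.33 at day 8, and in TTKO cells it was 40.7% ± 0.506, 41.6% ± 1.43 and 41.7% ± 1.28 (SD, n = 3 each). The paper names a slight increase between days 4 and 8 in the wild-type mock and corrects for it.

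The lowest of the 6 wild-type mock replicates of days 4 and 8 lay 7.66 percentage points above the highest day 0 replicate, which argues against noise between replicates. In wild-type cells, 1 of the 10 splits of the 6 samples gave as many differing CpGs between mock day 4 and day 0 as the real split (17 CpGs), and 1 of the 10 splits did so between mock day 8 and day 0 (262 CpGs), in both cases the real split, with 0 CpGs in every other split. In TTKO cells, 1 of the 10 splits gave as many as the 2 CpGs found between mock day 8 and day 0, and for the 0 CpGs found between mock day 4 and day 0 (52 unadjusted) the splits carry no information, since 10 of the 10 must give as many as 0. With 10 splits the share cannot go below 0.1. The count of 17 CpGs depended on the replicates used, since it was 0 when day 0 replicate 1, 2 or 3 was left out, and rose to 61, 92 and 122 without day 4 replicate 1, 2 and 3.

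The tables argue against several technical sources. At the 184 CpGs whose coverage differed by less than 1.5 times between day 0 and day 4, methylation rose by 12.5 points, no less than at all CpGs (10.6 points), so a difference in coverage does not account for the rise. At the 62 CpGs that were at least 30 points higher in TTKO than in wild-type cells, the wild-type mock at day 4 lay 24.4 points below TTKO day 0, so its samples are not mislabelled TTKO samples. At the 15 CpGs of 10 to 90% in wild-type cells with levels within 3 points of each other in both lines, where an admixture of TTKO DNA could not raise the level, the wild-type mock rose by 11.7 points by day 8 (SD 1.41 between the day 8 replicates, n = 3). By day 4 it rose by 8.44 points there, less than the SD of 9.00 between the day 4 replicates, so an admixture is not excluded for day 4. The levels of these CpGs are also the same with and without TET proteins, so the 11.7 points argue against lower TET activity in the mock as the whole source of the rise by day 8, and the 8.44 points leave it open for day 4. The other 118 CpGs with levels within 3 points, below 10% or above 90%, rose by 2.11 points by day 4 and 1.08 by day 8. The 62 CpGs at least 30 points higher in TTKO cells rose by 23.1 points by day 4 and 23.9 by day 8. All 368 CpGs rose by a mean of 10.6 and 10.5 points. Over them, r of the rise and the TTKO minus wild-type day 0 level was 0.586 for day 4 and 0.707 for day 8. Both quantities share the wild-type day 0 level. Lower TET activity or an admixture would give such a pattern, so both stay open as part of the rise. The paper's methods describe no normalization of the deposited levels themselves.

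What stays open is a change in the cells themselves and a batch that the labels do not name. An admixture of TTKO DNA or lower TET activity also stays open, for day 4 as the whole source and for day 8 as part of it. Raised de novo methylation in the wild-type mock after handling may be a candidate explanation of part of the rise by day 8. It needs a rise at CpGs with equal levels in both lines, and the 11.7 points there are such a rise. For day 4 the 8.44 points decide nothing. The test rests on 15 CpGs, and the rise was found and tested on the same samples, so this reading is a hypothesis.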

How the results depend on the processing

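The splits of the samples in this part were chosen only after the counts they test were seen, and so were the alternatives that use low noise rates, the deposited low noise rates, an over-dispersion between replicates in the SureSelect tests, or Cre levels multiplied by the mock baseline, and the alternatives for comparisons of mock samples with day 0, for mock day 8 against day 4 in TTKO cells and for Cre against mock in wild-type cells. All other alternatives were set before the data were examined. Over 28 results and 207 alternatives, 122 values stayed within their error or within 1.5 times the count, 80 moved and 5 reversed. Of the moved values, 16 belong to the slope of *k*_me_ on *k*_de_ and to comparisons of mock samples in TTKO cells, where the 2 CpGs between day 8 and day 0 became 0 to 9 across the 6 fits that each left out a replicate, and leaving out day 8 replicate 3 gave those 9 and 1 CpG between day 8 and day 4. Where no cause is given below, the cause was not tested.

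The amplicon counts of Cre against mock at day 29 stayed within 1.5 times under every alternative run. In TTKO cells the count was between 219 and 285 CpGs, from 219 to 262 across the 6 fits that each left out a replicate and 253 with the replicate number as a block. In wild-type cells it was 190 with the block and from 179 to 200 without single replicates. Of the 10 splits of the 6 samples, 1 gave as many CpGs in TTKO cells and 1 gave as many in wild-type cells, in each case the real split. For wild-type mock day 8 against day 4, with 0 CpGs found (39 unadjusted), the splits carry no information, since 10 of the 10 must give as many. This count became 1 with limma and ranged from 0 to 3 without single replicates, with 3 when day 4 replicate 3 was left out. Mock day 4 against day 0 in wild-type cells gave 0 CpGs with the replicate block and from 0 to 122 without single replicates, against 17 CpGs with all of them. It was 0 without day 0 replicate 1, 2 or 3, and 61, 92 and 122 without day 4 replicate 1, 2 and 3. Pairing by replicate number was judged by the correlation across CpGs of the deviations of replicates that share a number. Over 19 pairs of conditions it ranged from -0.348 to 0.313, and it was above 0.1 for all 3 numbers in 0 of the 19 and above 0 for all 3 in 4. It was -0.119, 0.050 and -0.132 between Cre and mock at day 29 in TTKO cells, -0.175, -0.0729 and -0.0859 between wild-type mock days 8 and 4, and 0.271, -0.0927 and 0.0733 between wild-type mock day 4 and day 0.

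The early loss in the amplicons, 0.285% per day faster from day 0 to day 4 than from day 4 to day 8, had no stable sign. It was -0.0636 with all CpGs of at least 10% at day 0 and -1.54 in the SureSelect samples, and from -0.919 to 1.82 across the 3 fits that each left out a replicate (-0.919 without replicate 1, -0.0456 without replicate 2). With the loss in the mock subtracted it was 1.88.

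The number of SureSelect CpGs with low noise rates dropped to 501712 with a beta-binomial likelihood, which widens the credible ranges by its construction. The numbers of amplicon CpGs with identified and with low noise rates, of SureSelect CpGs with identified rates, and of all SureSelect CpGs that differed between days or lines stayed within 1.5 times under each alternative run. The smaller direction did not. The CpGs more methylated at day 29 than at day 0 were 3729, but 387 with over-dispersion in the test and 29 with a difference of at least 10 points, and the CpGs lower in TTKO than in wild-type cells were 19743, but 10650 and 8581. The median correlation of neighbouring time points was 0.977 over CpGs of 10 to 90% and 0.944 with Spearman's rho, and the correlation of amplicon and SureSelect levels was 0.969 at 10 to 90%, in each case with fewer CpGs at the extremes or less weight on them.

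Several results that rest on SureSelect rates moved with most settings, namely the interquartile fold, the largest ratio, the correlation and the *k*_me_ difference. The *k*_de_ difference between classes stayed within its error under 6 of 10 alternatives and moved under 4. With *k*_E_ of 1.03 per day the average interquartile fold of *k*_de_ was 1.91, the largest ratio 1156 and the correlation of *k*_me_ and *k*_de_ 0.782. With *k*_E_ of 0.25 per day the fold was 2.16, the correlation 0.812 and the difference in log2 *k*_me_ between classes -3.44. With 0% retained alleles the values were 1.85, 653 and 0.774, and the *k*_me_ difference was -3.03. With a border probability of 0.05 they were 1.94, 490.4, 0.768 and -2.48. A coverage minimum of 100 reads gave a fold of 1.90 and a *k*_me_ difference of -2.75. The beta-binomial likelihood gave a correlation of 0.803, a *k*_me_ difference of -4.54 and a *k*_de_ difference of 2.06. The deposited rates gave a fold of 2.00, a largest ratio of 986 and a *k*_me_ difference of -2.43. A credible range under 1 gave a fold of 1.62 and a largest ratio of 97.0, and dropping 1% at each end gave 1.93 and 97.0, where the second ratio falls because the extremes are removed.

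Class limits of 10 to 50% and 70 to 95% gave differences of 2.06 in log2 *k*_de_ and -1.38 in log2 *k*_me_, and the correlation was 0.875 at steady states of at least 80% and 0.798 at 70 to 95%. Low noise rates gave a fold of 1.71, a largest ratio of 156, a correlation of 0.701 and differences of 1.93 and -1.38. The deposited low noise rates gave 1.75, 418, 0.762, 1.79 and -1.33. The directions of the *k*_de_ and *k*_me_ differences and the sign of the correlation held under all of these settings.

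The share of CpGs with TET activity of at least log2 of 3 was 35.3% over all CpGs, 43.2% with levels corrected for conversion errors, 43.5% at a coverage minimum of 100, 38.4% with the deposited TET activity, 49.5% over low noise CpGs and 49.9% with both taken from the deposited table. Spearman's rho of TET activity and *k*_de_ was -0.0340 over CpGs of 5 to 95% in both lines and reversed to 0.0589 over low noise CpGs. The correlation of predicted and fitted wild-type *k*_de_ was 0.851 with a binomial likelihood, 0.869 with a border probability of 0.05, 0.868 over low noise rates and 0.420 with Cre levels multiplied by the mock baseline, as the paper's methods word the correction, and from 0.760 to 0.777 across the 3 fits that each left out a replicate.

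Because the SureSelect replicates are joined, alternatives that need them were not run, namely limma, the replicate block, no dispersion floor, single replicates left out, fits of single replicates and *k*_de_ from replicate 1 alone. The fit to pooled reads, planned as an alternative, is the fit reported. No spread between replicates can therefore be set beside any SureSelect value. Of the SureSelect CpGs below 5% methylation, 0.169% were low noise. Depth and the low level itself were not separated there, and at the depth of the amplicons (median coverage 4155 reads) 6.77% of the 133 CpGs below 10% were low noise.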

Differences from the paper's values

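The correlation of amplicon and SureSelect levels was 0.987 against the paper's 0.98. The paper gives its value to 2 digits. The gap is larger than the SD of r over the 8 conditions (0.00252) and smaller than their range (0.982 to 0.990), and neither alternative set before the data were examined closed the gap (0.988 at day 0 alone and 0.969 at levels of 10 to 90%).

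The largest ratio of *k*_de_ at a shared steady state was 1862 against the paper's 158. None of the alternatives set before the data were examined closed the gap. They gave 1156 with *k*_E_ of 1.03 per day, 1862 with *k*_E_ of 0.25 per day and with the beta-binomial likelihood, 653 with 0% retained alleles, 490.4 with a border probability of 0.05, 1693 with a coverage minimum of 100 reads and with steady states within 1 percentage point, 986 with the deposited rates, and 97.0 with a credible range under 1 and with 1% of the CpGs dropped at each end. Low noise rates alone, a setting chosen after seeing the values, gave 156, and the deposited low noise rates, chosen after seeing the values as well, gave 418.

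TET activity of at least log2 of 3 was found at 722695 CpGs against the paper's 476895. The 722695 are counted among all 1721602 identified CpGs. The paper assigns high-confidence rates to 860406 CpGs, so the low noise CpGs are the closer set. Among the alternatives set before the data were examined, CpGs of 5 to 95% in both lines (472349), a coverage minimum of 100 reads (530047) and the deposited TET activity (661336) lay within 1.5 times the paper's number. All CpGs at the coverage minimum (768115) and levels corrected for conversion errors (744462) did not. Low noise rates alone (482441) and the deposited TET activity of low noise CpGs (429239) also closed the gap, and both were chosen after seeing the values.

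Predicted and fitted wild-type *k*_de_ correlated with r = 0.789 against the paper's 0.88. Of the alternatives set before the data were examined, a binomial likelihood (0.851) and a border probability of 0.05 (0.869) brought the value within the spread between replicates. No normalization (0.772), *k*_E_ of 1.03 per day (0.794) and leaving out replicate 1, 2 or 3 (0.760, 0.777 and 0.776) did not. Low noise rates alone gave 0.868 and Cre levels multiplied by the mock baseline gave 0.420, and both settings were chosen after seeing the values. The paper's methods word the correction as a multiplication, and the value of 0.789 rests on division. The paper gives its value for CpGs whose rates could be estimated and inferred robustly. In the authors' deposited table, the rates inferred in both lines give 0.876.

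The mean coverage of an amplicon CpG was 6328 reads (SD 856 over the means of 21 samples) against the paper's average of 4000. No alternative had been set for it. The median was 4155 against the paper's 3997.

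The paper places the increase of methylation in the wild-type mock between days 4 and 8. In the deposited levels these days differed by 0.192 percentage points, with 0 of 381 CpGs past the threshold and 39 unadjusted, and the increase lay between day 0 (28.3%) and day 4 (38.6%).

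The paper describes an attenuated loss of methylation at the start of the time course in Fig. 1f. At the 97 amplicon CpGs of 20 to 80% the loss was 3.00% of the day 0 level per day from day 0 to day 4 and 2.72% per day from day 4 to day 8. In the SureSelect samples, an alternative set before the data were examined, it was 1.04% and then 2.58% per day.

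The paper attributes reduced rates to highly methylated intergenic CpGs in comparison with active gene bodies. Intergenic and intronic CpGs in the GENCODE annotation, a grouping that takes no account of chromatin, differed in mean log2 *k*_de_ by -0.01 ± 0.02 and in mean log2 *k*_me_ by -0.03 ± 0.02 (95% intervals from leaving out chromosomes in turn).

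The paper states that leaving out the normalization had no effect on its rate predictions. Here the correlation with the fitted wild-type *k*_de_ was similar with and without it (0.789 and 0.772). With normalization by division, the root mean square difference in log2 *k*_de_ was smaller for the prediction than for the TTKO value (1.48 and 1.72). It was larger for the prediction without normalization (1.63 and 1.52) and with the Cre levels multiplied by the mock baseline (1.87 and 1.30). Without normalization r was still higher for the prediction (0.772) than for the TTKO value (0.659). These values cover all CpGs identified in both lines. The paper's comparison rests on 155 CpGs with robust rates, and low noise CpGs alone were not compared without normalization. The multiplication was chosen after seeing the values.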

Other observations

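In this part, the test of neighbouring CpGs, the test of imprinted loci and the comparison of coverage at slow CpGs were chosen only after the results they address were seen.

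Among low noise SureSelect CpGs at 50% methylation, the interquartile fold of *k*_de_ was 1.61. In refits of 20000 simulated CpGs that share a single *k*_de_, it was 1.21 with sampling of reads alone and 1.21 with an over-dispersion of 0.0055 between replicates added. The fold from the 5th to the 95th percentile was 3.45 as measured, 1.46 with sampling alone and 1.61 with over-dispersion. Both simulations argue against noise of these kinds as the whole source of the spread at 50%. Over-dispersion above the value taken from the amplicons stays open, because the SureSelect replicates are joined, and no biological explanation was tested here.

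Across low noise CpGs of at least 70%, *k*_me_ and *k*_de_ rise together (r = 0.699 in a sample of 40000). With a single *k*_de_ for all CpGs, the refitted log2 *k*_de_ had an SD of 0.178 against the measured 0.749, which argues against a shared error of both rates in the fit as the whole source. The refitted rates still correlated with r = 0.440, so such an error may account for part of the relation. With the measured *k*_de_ kept and the steady states shuffled among the CpGs, r was 0.812. The relation may therefore come from the limited range of steady states in this class, which ties *k*_me_ to *k*_de_ whatever their biology. The measured slope of 0.575 was below the 0.993 of the shuffled CpGs, in which *k*_de_ and the steady state are unrelated, whereas as measured they correlate with r = -0.575.

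The rates of low noise CpGs of at least 70% differed with the 2 bases on each side of the CpG, which the paper does not report. Over 464561 CpGs and 136 flanking sequences (each counted with its reverse complement), mean log2 *k*_me_ ranged from -3.80 for ATCGAT (1026 CpGs) to -3.15 for CACGCC (4930 CpGs), a ratio of 1.57. Mean log2 *k*_de_ ranged from -6.10 for CGCGTA (596 CpGs) to -5.11 for CTCGCC (3787 CpGs), a ratio of 1.98. The flanking sequence accounted for 3.66% of the variance of log2 *k*_me_ and 7.01% of that of log2 *k*_de_. The means of log2 *k*_me_ correlated between odd and even chromosomes with r = 0.977 over the 136 sequences, which argues against chance. They correlated with r = 0.931 between CpGs in a narrow range of day 0 coverage and the other CpGs, and with r = 0.943 between CpGs with 2 to 3 CpGs within 100 bases and the other CpGs, which argues against coverage and against CpG density. A sequence preference of the methyltransferases might give such a pattern. It was not tested, and bias of capture or conversion by sequence and the genomic context of each sequence also stay open.

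At 19743 SureSelect CpGs methylation was lower in TTKO than in wild-type cells, by a median of -8.9 percentage points, and by at least 20 points at 1495 of them. Of the CpGs at 500 to 2000 bases from such a CpG, 4.47% were lower too, against 0.687% around all tested CpGs. In a first version of the test, with CpGs up to 200 bases away, these shares were 15.9% and 0.641%. The distance was widened after those values were seen, because CpGs on the same reads share their sampling. These shares were not matched for level or coverage, and lower CpGs were not spread evenly over levels. They were 5566 of 1172932 CpGs below 10% in wild-type cells and 6849 of 276321 at 10 to 30%. The higher share at a distance therefore does not decide whether sampling and replicate noise are the source. The largest number on a single chromosome was on chromosome 4, with 1645 or 8.33% of them and 6.75% of all tested CpGs, which argues against a change of a single chromosome. With an over-dispersion of 0.0055 in the test, 10650 CpGs remained past the threshold. Differences between the cell lines other than TET, and regional differences between the pooled libraries, stay open and were not tested.

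Among the 188373 SureSelect CpGs at 40 to 60%, 2714 had a log2 *k*_de_ of at most -6 with no filter on the rates. Of these 363 were low noise, which is 0.211% of the 172104 low noise CpGs at 40 to 60%. Median methylation at day 29 was 40.2% at the slow CpGs and 14.7% at the others with no filter, and 38.6% and 14.4% among the low noise CpGs. The median coverage of the slow CpGs was 188 reads against 244 at the others with no filter. Among the low noise CpGs it was 479 against 261, but that class favours slow CpGs with many reads. Low coverage therefore stays open as a source of part of the slow values. Within 20 kb of a gene on a list of 39 imprinted genes, of which 37 were in the annotation, lay 22.1% of the slow CpGs (601) and 0.304% of the others with no filter, and 11.0% of the slow CpGs (40) and 0.268% of the other 171741 (461) among the low noise CpGs. The list was written from general knowledge after Peg3 and Peg10 had been seen among the slowest sites. The 40 low noise CpGs belong to 6 genes, with 19 at Peg3, 7 at H19 and 7 at Nnat, so they are not independent. For this part of the slow CpGs, parental alleles that each keep their own state may hold the level. The other slow CpGs are not near a listed gene, and what holds them was not tested.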
